# Disordered DNA methylation leads to targetable transcriptional plasticity in ATRT

**DOI:** 10.1186/s40478-025-02173-y

**Published:** 2025-12-17

**Authors:** Ashley R. Tetens, Tyler R. Findlay, Jordyn Craig-Schwartz, Athanasia Liapodimitri, Oscar Camacho, Kegan O. Skalitzky, Adrian Idrizi, Rakel Tryggvadottir, Kayleigh Lunsford, Eric H. Raabe, Michael A. Koldobskiy

## Abstract

Atypical teratoid rhabdoid tumor (ATRT) is a highly aggressive but genetically simple pediatric central nervous system tumor, defined by biallelic inactivation of the chromatin regulator *SMARCB1* with remarkably few other cooperating mutations. Despite its genetic homogeneity, ATRT exhibits profound clinical and epigenetic heterogeneity, with three major subgroups (ATRT-TYR, ATRT-MYC, and ATRT-SHH) defined by DNA methylation and transcriptional signatures. Beyond these subgroup-defining features, we aimed to investigate epigenetic variability within tumors by applying whole-genome bisulfite sequencing and probabilistic modeling to quantify stochastic DNA methylation in primary ATRT samples encompassing all three subgroups. We show that ATRT exhibits a destabilized and increasingly stochastic methylome. While ATRT global methylation patterns diverge according to subgroup, some methylation perturbations, such as hypermethylation and increased methylation entropy over bivalent promoters, are consistent across subgroups. We find that methylation stochasticity alterations map onto potential drivers of ATRT, such as *LIN28a*, the *HOXD* cluster for ATRT-MYC, and *OTX2* for ATRT-TYR, and identify actionable targets, such as hypermethylation of the tumor suppressor *CDKN2a* across all subgroups. We investigate the sensitivity of the aberrant DNA methylation landscape of ATRT to pharmacologic DNA methyltransferase inhibition (DNMTi) and histone deacetylase inhibition (HDACi). We show that decitabine leads to profound demethylation of patient-derived ATRT cell lines, including reversal of hypermethylation at bivalent promoters and the *CDKN2a* locus. The addition of HDACi leads to dramatic gene expression changes, including upregulation of innate immune signaling pathways, such as STING/interferon signaling, genes under the regulation of bivalent promoters, and reactivation of the tumor suppressor CDKN2A. The combination of DNMTi and HDACi synergistically reduces cell viability. Taken together, we show that ATRT has a highly stochastic methylome sensitive to epigenetic manipulation.

**Supplementary Information:**

The online version contains supplementary material available at 10.1186/s40478-025-02173-y.

## Introduction

Atypical Teratoid Rhabdoid Tumor (ATRT) is an embryonal CNS tumor of early childhood with a poor prognosis, characterized by biallelic inactivation of *SMARCB1* (or, less commonly, *SMARCA4)*, a core component of the SWI/SNF chromatin remodeling complex [12, 50]. Remarkably, the mutational burden in ATRT is exceptionally low, among the lowest of any cancer [33]. Despite its simple genome, ATRT represents a heterogenous clinical entity with divergent anatomic location, age of onset, and treatment outcomes, leading to the recognition of 3 distinct ATRT subgroups: ATRT-MYC, ATRT-TYR, and ATRT-SHH. The subgroups were categorized according to differences in gene expression and epigenetic features, including DNA methylation patterns and enhancer networks, suggesting that the observed clinical heterogeneity of ATRT was underscored by divergent epigenetic landscapes [27, 48]. There has been intense interest in defining the targets of epigenetic dysregulation downstream of SMARCB1 loss [37]. Normally, the SWI/SNF complex restructures repressive chromatin and is responsible for the recruitment of histone acetyltransferases (HATs) to their enhancers. SMARCB1 mutation is linked to a reduction in histone acetylation (specifically H3K27ac), particularly at enhancers associated with differentiation. Additionally, regions of the genome repressed by PRC2-mediated deposition of H3K27me3 in normal tissue become disrupted in ATRT, leading to reduced H3K27me3 with a concomitant increase in DNA methylation in these regions [15]. These epigenetic alterations may lead to a block on normal lineage specification and cell fate determination, thus promoting tumorigenesis.

Though DNA methylation has previously been studied in ATRT, it has not been investigated in a way that evaluates methylation variability. Prior studies have relied on either methylation arrays which do not capture the full methylome or have analyzed whole genome bisulfite sequencing (WGBS) data using approaches that smooth methylation data and do not evaluate methylation variability [27, 48]. Epigenetic variability is increasingly appreciated as a driving force of intratumoral heterogeneity, phenotypic plasticity, and therapeutic resistance, and increased stochastic variation of DNA methylation correlates with gene expression variability at the single-cell level [32, 47]. It is thus imperative to capture the methylation variability of ATRT, as it could point to the molecular underpinnings of ATRT transformation and therapeutic resistance. To this end, we applied a recently developed approach that employs principles from statistical physics and information theory to derive DNA methylation potential energy landscapes from WGBS data, allowing the quantification of DNA methylation stochasticity using the information-theoretic measure of normalized Shannon entropy. We and others have shown that this method can identify the targets of epigenetic instability in cancer, including the identification of non-mutated, epigenetically altered driver genes in acute lymphoblastic leukemia [30].

We performed WGBS on 22 primary ATRT samples encompassing all three disease subgroups, along with 4 normal fetal brain controls, and subjected these to an analysis which models DNA methylation potential energy landscapes and quantifies methylation stochasticity genome-wide [29, 46]. Our results reveal subgroup-specific differences in methylation entropy, with ATRT-MYC exhibiting the highest intratumoral heterogeneity. Gene targets of differential methylation stochasticity are enriched in developmental and chromatin regulatory genes, implicating stochastic methylation in epigenetic plasticity and subgroup identity. Comparison with previously published transcriptomic data suggests that stochastic methylation contributes to dysregulated gene expression programs in a context-dependent manner. These findings can advance our understanding of epigenetic heterogeneity in ATRT and highlight potential methylation-driven mechanisms underlying subgroup-specific biology and therapeutic vulnerability.

Interestingly, although the global patterns of mean methylation and methylation entropy diverged according to subgroup, we also identify recurrent targets of altered methylation stochasticity, including putative epigenetic drivers of ATRT, across all ATRT subgroups. Given our finding that ATRT has a markedly disordered methylation landscape, we hypothesized that it would be sensitive to hypomethylation by the DNA methyltransferase inhibitor (DNMTi), decitabine. Additionally, prior studies demonstrated that *SMARCB1* inactivation leads to low levels of H3K27ac globally and at enhancers related to lineage specification. The combination of DNMTi and HDACi has been shown to reduce cell viability and modulate immunogenicity in a variety of cancer types via induction of endogenous retroviral elements and neoantigens [5, 21, 46]. Further, the combination of DNMTi and HDACi has been shown to have mechanistic synergy, whereby DNA hypomethylation enhanced HDACi-mediated hyperacetylation and transcriptional response [2]. We thus sought to examine the effect of combination treatment with decitabine and the HDAC inhibitor, RG2833, in ATRT. We show that the combination of these two agents in patient-derived ATRT cell lines leads to dramatic changes in gene expression, including activation of innate immune signaling via the STING/interferon pathways, upregulation of genes controlled by bivalent promoters or SMARCB1 expression, and re-expression of silenced tumor suppressors such as *CDKN2A.* This is accompanied by a synergistic reduction in cell viability. Taken together, this study maps the stochastic methylome of ATRT and shows that targeting the aberrant epigenetic landscape of ATRT leads to transcriptional remodeling that can be exploited therapeutically.

## Materials and methods

### Patient primary samples

Primary patient samples were obtained from the Children's Brain Tumor Network (CBTN) at the Children’s Hospital of Philadelphia (CHOP). Full description of samples is provided in Table S1.

### WGBS library preparation, sequencing, and analysis

For primary patient ATRT cell samples, we isolated genomic DNA and prepared samples for sequencing following methods previously described [29]. Alignment, genomic feature identification and annotations were performed as described previously [29]. Methods for computation of DNA methylation potential energy landscapes (PELs) from WGBS data are previously described and performed using the informME (v0.3.2) analysis pipeline [29].

For methylation-based classification of brain tumor samples, BAM files were processed using the methylation_extractor function from Bismark to generate bedMethyl files, trimming the ends of the reads showing methylation bias. The resulting data were analyzed with the MNP-Flex platform (v12.8) for tumor classification [41].

After dividing the genome into non-overlapping genomic windows of 3 kilobases (kb) for PEL construction, we further partitioned each 3-kb estimation window into 20 non-overlapping analysis regions of 150 base pairs. We then used the PELs to generate methylation probability distributions using the Mean Methylation Level (MML) and Normalized Methylation Entropy (NME). We additionally performed differential methylation analysis between a test (ATRT) and reference (normal fetal brain) to generate differential MML (dMML) and differential NME (dNME). We computed the Jensen-Shannon distance (JSD) between two probability distributions of the methylation level in a test (ATRT) and a reference (normal) sample region using previously described methods [29]. For evaluation of DNA methylation changes over previously annotated chromatin classes, we used chromHMM annotations for E0053, cortex-derived primary neurospheres, as a reference cell type [16]. To identify high JSD regions that are predominantly driven by dNME, rather than dMML, we used a relative JSD ranking approach (rJSD) as described previously [26].

### Cell culture

All ATRT cell lines (CHLA02, CHLA05, CHLA06, and CHLA266) were provided by Dr. Jeffrey Rubens of The Johns Hopkins Hospital. Cell lines were cultured in DMEM/F12 human neurosphere proliferation medium (30% Hams F12 [Gibco 11765070], 70% DMEM [Gibco 11995073], 1% Antibiotic–Antimycotic [15240062], 2% B27 minus Vitamin A [12587001], 20 ng/ml EGF [Peprotech AF-100-15], 20 ng/ml FGF-2 [Peprotech 100-18B], and 5 µg/ml of heparin [Millipore Sigma H3149]. All cell lines were kept in 25 cm^2^ culture flasks at 37 °C and 5% CO_2_. The hypomethylating agent, 5-aza-2’-deoxycitine (Decitabine; Cayman Chemical; #11166), and the HDACi, RG2833 (Adooq Bioscience; #A13139), were used in our cell treatments. All cell culture experiments were performed using a 5-day pretreatment with 100 nM DAC or vehicle. This treatment included daily media changes. 5 µM RG2833 was added on day 5 and cells were harvested for subsequent analysis at the 72-h time point, unless specified otherwise.

### RNA sequencing and analysis

Strand specific mRNA libraries were generated by Novogene using the NEBNext Ultra II Directional RNA library prep Kit for Illumina (New England BioLabs #E7760), mRNA was isolated using Poly(A) mRNA magnetic isolation module (New England BioLabs #E7490). Stranded mRNA libraries were sequenced by Novogene on an Illumina NovaSeq6000 instrument, using 150 bp paired-end dual indexed reads. All analyses were done using a threshold of > 50.0 base mean and a Log_2_ fold change > 1.50, unless otherwise specified.

### Protein analysis

Protein Analysis was performed by western blotting with methods previously described [46]. Protein levels were assessed using the following antibodies: IFITM3 (1:1000; Cell Signaling Technology; #59212S), IRF-7 (1:200; Cell Signaling Technology #13014), GAPDH control (1:10,000; Santa Cruz; #SC-47724), STING (1:200; Cell Signaling Technology, #13647S), alpha-tubulin (1:1,000; #2144S) and p16 INK4A (1:100, Cell Signaling Technology #80772S).

### Bliss synergy experiment

ATRT cell lines (CHLA02, CHLA05, and CHLA06) were pre-treated with decitabine (DAC) in flasks for 5 days at either 0, 25, 50, 75, or 100 nM, with daily media changes. On day 5, pre-treated cells were moved to 6-well plates at 5.0e4 cells per mL with each concentration of DAC being treated with a single dose of RG2833 (0, 0.5, 1.0, 1.5, 2.0 µM). Cell viability was assessed using Muse Count & Viability Kit (Cytek Biosciences, Cat. No. MCH100102; Fremont, CA, USA) according to manufacturer’s protocol. Viability was assessed 5 days after single RG2833 treatment for CHLA02/05, and 3 days after for CHLA06, due to differences in growth rates. Synergy score analysis was calculated based on Bliss independence model through SynergyFinder v3.0 web application (https://synergyfinder.fimm.fi/) [23].

## Results

### DNA methylation potential energy landscape analysis identifies increased DNA methylation entropy in ATRT-MYC and ATRT-SHH subgroups

WGBS was performed on 22 primary ATRT samples and subjected to potential energy landscape (PEL) analysis using the informME pipeline (sample characteristics described in Supplementary Table 1). InformME applies principles from the Ising Model of statistical physics to generate PELs of methylation based on the probability distribution of methylation levels throughout the genome, encapsulating local variation in DNA methylation patterns [29]. To relate DNA methylation to ATRT molecular subgroups, samples were classified based on WGBS data using the MNP-flex methylation classifier (Supplementary Table 2) [41]. Samples with clustering score > 0.5 were treated as reliably assigned to a subgroup (16 of 22); previous studies have shown that clustering scores of at least 0.3 based on non-array data have a 99.2% subgroup classification accuracy [41].

In agreement with prior reports, we found that ATRT primary patient samples had marked differences in mean methylation levels (MML), largely aligning with subgroup [27]. The mean methylation level (MML) describes the average amount of CpG methylation in a genomic unit, ranging from 0 to 1, with 0 representing a completely unmethylated region and 1 representing a maximally methylated region. Compared to normal fetal brain, the ATRT-TYR group exhibited global hypermethylation, the ATRT-MYC subgroup demonstrated global hypomethylation, and the ATRT-SHH group had variable MML distributions, with a trend towards hypomethylation (Fig. 1a). Previous studies have also noted that ATRT-SHH is a heterogenous subtype and may be subdivided into further clusters but typically trends towards global hypermethylation. However, we find here that most of our ATRT-SHH samples exhibit genome-wide hypomethylation, with only a few samples being hypermethylated [18, 27].

**Fig. 1:**
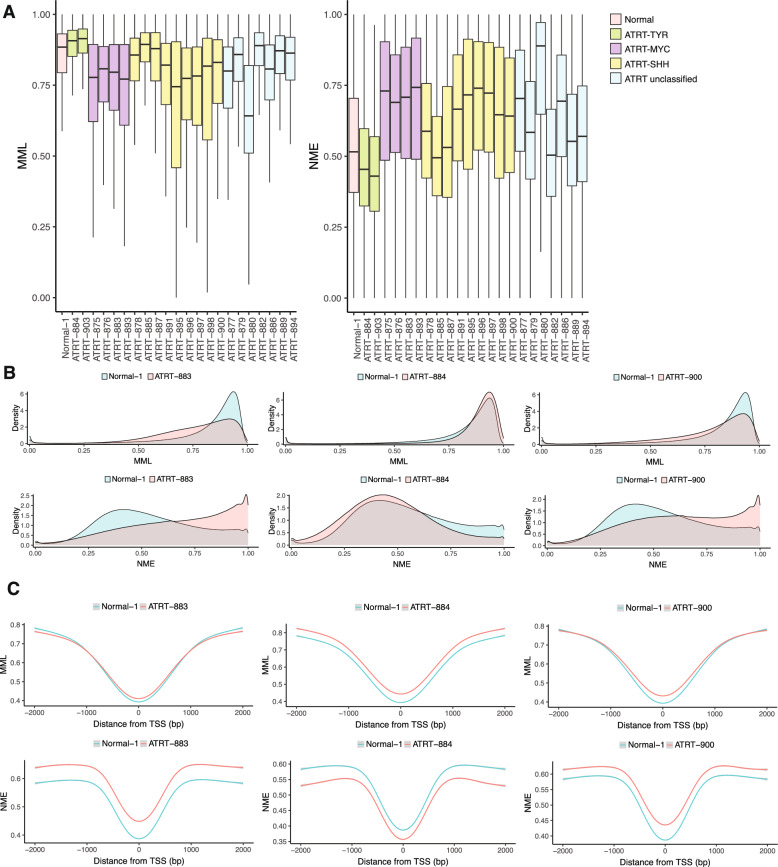
WGBS analysis of ATRT reveals disordered methylation patterns genome-wide that diverge according to subgroups. **A** Box plots of genome-wide mean methylation levels (MML) (left) and normalized methylation entropy (NME) (right) in 22 primary patient samples of clinically diagnosed ATRT and 1 normal fetal brain control. Pink, control; green, ATRT-TYR; purple, ATRT-MYC; yellow, ATRT-SHH; blue, unclassified. Center line represents the median, box is the interquartile range (IQR), and whiskers are 1.5 × IQR. **B** Density distributions of genome-wide MML (top) and NME (bottom) for control (blue) and ATRT (pink). From left to right; ATRT-883, ATRT-884, ATRT-900. **C** Smoothed genome-wide MML (top) or NME (bottom) ± 2 kb of TSSs for control (blue) and test (pink). From left to right: ATRT-883, ATRT-884, and ATRT-900

Normalized methylation entropy (NME) quantifies the extent of stochastic variation in a genomic unit using Shannon’s entropy, normalized for the number of CpG’s in a region. NME ranges from 0 to 1, where 0 represents a fully ordered (deterministic) methylation distribution, and 1 represents a maximally disordered (random) distribution. We observed differences in global DNA methylation entropy according to ATRT subgroup, which has not been reported previously (Fig. 1a). While the majority of the ATRT samples in ATRT-MYC and ATRT-SHH groups had significantly elevated NME, the ATRT-TYR group had overall decreased genome-wide methylation entropy, as compared to normal fetal brain reference. Using representative samples with the highest classification score for each ATRT subgroup (ATRT-883 for MYC, ATRT-884 for TYR, and ATRT-900 for SHH), we evaluated genome-wide densities of MML and NME distributions (Fig. 1b). ATRT-MYC sample, ATRT-883, and ATRT-SHH sample, ATRT-900, demonstrate a genome-wide shift toward lower MML and markedly increased NME, including a proportion of the genome that is maximally disordered, with NME near or equal to 1 (Fig. 1b), while ATRT-TYR sample, ATRT-884, shows elevated MML and globally decreased NME. When evaluating the distribution of MML and NME within 2 kb of the transcription start sites (TSS) for all genes, we see similar trends, in addition to slight hypermethylation over the TSS for each sample (Fig. 1c). Overall, this data indicates that ATRT primary patient samples exhibit global perturbations in methylation entropy as well as mean methylation, with both MML and NME identifying subgroup-specific differences.

### Methylation discordance maps onto key genomic regions

We then set out to map targets of differential DNA methylation stochasticity in ATRT, assessing differential MML, differential NME, and the Jensen-Shannon distance (JSD), reflecting the dissimilarity of methylation probability distributions in a genomic region between samples [30]. Evaluating differential methylation stochasticity over genomic features, we found that, in most samples, the greatest discordance in methylation stochasticity (highest JSD) was observed over CpG islands, which also demonstrate hypermethylation even in ATRT-MYC and ATRT-SHH samples that otherwise demonstrate genome-wide hypomethylation (Supplementary Fig. 1a). We then evaluated differential methylation stochasticity across different chromatin classes, as annotated using ChromHMM for normal cortex-derived primary neurospheres, partitioning the genome into distinct regulatory classes including specific promoter and enhancer subtypes, heterochromatin, quiescent chromatin, and others [16]. Boxplots for ATRT-883 (MYC) are shown in Fig. 2a, and ATRT-884 (TYR) and ATRT-900 (SHH) are shown in Supplementary Fig. 1b. In all representative samples, regions that are annotated as bivalent promoters in normal cells demonstrated high JSD values in ATRT, which was driven by mean hypermethylation and dramatically increased methylation entropy. The local distribution of MML and NME around normally bivalent promoters confirms this finding (Supplementary Fig. 2c). Of interest, certain enhancer classes (EnhA1, EnhA2, EnhAF, EnhW1, EnhW2,) are similarly hypermethylated, but have reduced methylation entropy, reflecting a more deterministic methylation state. Other regions with high JSD included transcription regulatory regions (TxReg) and upstream promoters (PromU), with relative hypermethylation of both regions but elevated entropy over PromU and reduced entropy at TxReg. Interestingly, although different subgroups of ATRT had global methylation differences, their trends at specific regulatory regions were remarkably similar. This suggests that, regardless of subtype, methylation stochasticity maps onto key genomic regions and chromatin classes in similar patterns, particularly at bivalent promoters, enhancers, transcription regulatory regions, and upstream promoters, as annotated in the normal reference cell type.

**Fig. 2:**
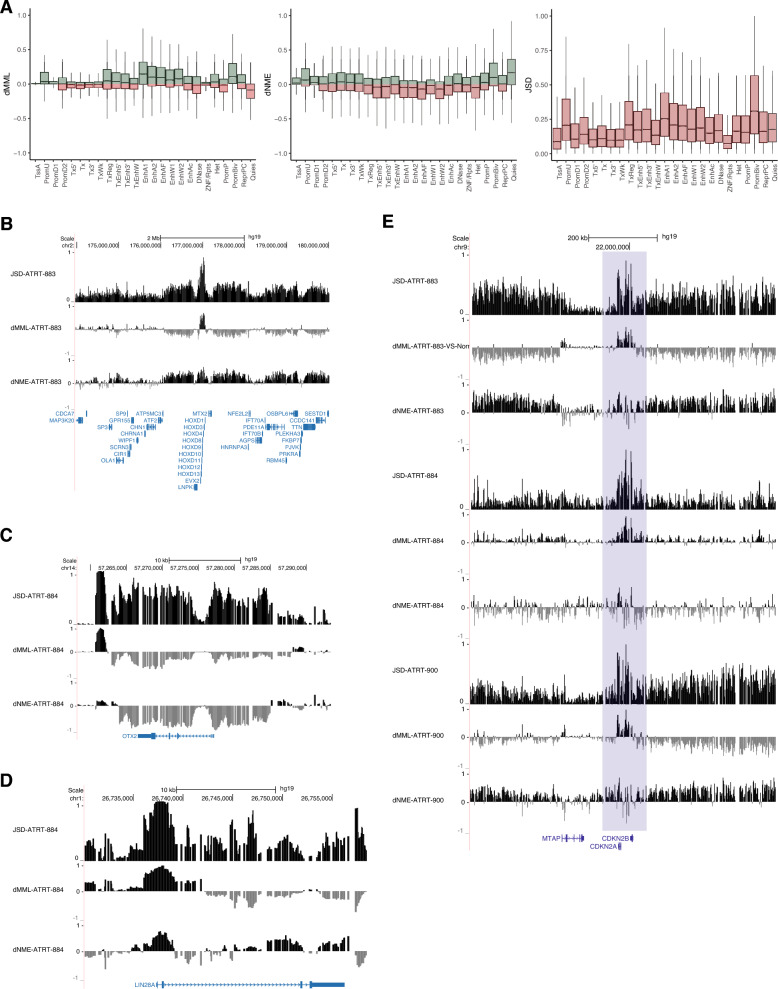
Disordered methylation patterns converge on core genomic structural features and key genes. **A** Boxplots of differential mean methylation levels (dMML) (left), differential normalized methylation entropy (dNME) (center), and Jensen-Shannon Divergence (JSD) (right) for 25 ChromHmm genomic annotations in ATRT-883. Center line is the median, box is the IQR, and whiskers are 1.5 × IQR. **B** Tracks representing JSD (top), dMML (middle), and dNME (bottom) over the HOXD cluster in ATRT-883. **C** Tracks representing JSD (top), dMML (middle), and dNME (bottom) over *OTX2* in ATRT-884. **D** Tracks representing JSD (top), dMML (middle), and dNME (bottom) over *LIN28a* in ATRT-884. **E** Tracks representing JSD, dMML, and dNME over the *CDKN2A* locus in ATRT-883 (top), ATRT-884 (middle), and ATRT-900 (bottom). Blue region highlights the CDKN2A gene and the peak on chromosome 9

### Genes exhibiting altered methylation stochasticity are enriched in key pathways

Given substantial global and local alterations in DNA methylation stochasticity in ATRT, we aimed to identify genes and gene set enrichments affected by these changes. For each ATRT sample, we ranked genes by JSD over promoter regions, defined as TSS ± 2 kb (Supplementary Table 3a,c,g). To identify subgroup-specific enrichments, we focused on overlaps among genes exhibiting the highest JSD (top 1000) within each subgroup. For ATRT-MYC, we identified 252 genes that consistently exhibit the highest discordance in methylation stochasticity (Supplementary Table 3a). Using the Gene Set Enrichment Analysis (GSEA) tool, we identified top enrichments related to the Polycomb Repressive Complex 2 (PRC2), including targets of EED and SUZ12, as well as genes associated with H3K27me3 [36, 44]. Additionally, there were enrichments of genes related to neurogenesis, organ morphogenesis, embryonic organ development, homophilic cell adhesion, and CNS development (Supplementary Table 3b).

Because only two samples were available within the ATRT-TYR subgroup, these were evaluated both as an overlap set of 263 genes (Supplementary Tables 3c-d) and individually (Supplementary Tables 3e-f). Similar to ATRT-MYC, genes with highest JSD for each sample demonstrated GSEA C2 enrichments for SUZ12 and EED targets, genes under the regulation of H3K27me3 and bivalent promoters, and gene sets related to differentiation (Supplementary Tables 3e-f). For ATRT-SHH, we observed greater sample to sample heterogeneity in methylation features. The overlapping gene list among the top 1000 JSD genes across 9 ATRT-SHH samples contained only 74 genes (Supplementary Table 3 g). Again, among the top 50 C2 and C5 GSEA enrichments were targets of SUZ12 and EED, genes regulated by bivalent promoters (demonstrated by H3K4me3 and H3K27me3 marks), and genes involved in organ morphogenesis, anatomical structure formation, and transcription regulator activity (Supplementary Table 3 h). PRC2 and SMARCB1 play antagonistic roles, such that biallelic inactivation of SMARCB1 may poise PRC2 to modulate chromatin states unchecked. Even with SMARCB1 loss, however, there is residual SWI/SNF activity, which may antagonize PRC2 activity [7, 15, 55]. The enrichment of PRC2-regulated genes among genomic regions with highly stochastic methylation suggests a mechanistic interplay between PRC2 and DNA methylation at these regions.

Interestingly, 11 genes had highly discordant methylation stochasticity in all classified ATRT samples (Supplementary Table 3i), notably including *Gli2. Gli2* has been reported to be highly overexpressed in the ATRT-SHH subgroup and is the target of 2 super-enhancers in this subtype [27]. Here, we show that *Gli2* is the target of methylation stochasticity across all ATRT samples we analyzed, regardless of subtype.

### Enhanced methylation stochasticity maps onto the promoter regions of key genes

To further characterize the role of methylation stochasticity in ATRT, we evaluated local methylation features of genes with the highest JSD in ATRT subgroups (Supplementary Table 3). We find multiple HOX cluster genes (A, B, C, and D), with an emphasis on HOXD, among the top 1000 genes by JSD in multiple ATRT samples, particularly the ATRT-MYC subgroup (Supplementary Table 3a). Using the UCSC genome browser, we show that in ATRT-883, the representative ATRT-MYC sample, there is a striking elevation in JSD over the entire HOXD cluster, driven by focal hypermethylation over HOXD cluster genes and markedly elevated methylation entropy (Fig. 2b) [42].

In the ATRT-TYR subgroup, *OTX2* is identified as a gene with altered methylation stochasticity compared to normal fetal brain control. *OTX2* encodes a neural transcription factor that has been reported to be under the regulation of a super-enhancer in ATRT [27]. Additionally, OTX2 is over-expressed in the ATRT-TYR subgroup and its binding site motifs are enriched in this group, suggesting that OTX2 is a master transcription regulator for the tyrosinase subgroup [27, 48]. OTX2 demonstrates elevated JSD over the promoter and profound mean hypomethylation consistent with increased expression (Fig. 2c). Interestingly, OTX2 also exhibits a marked reduction in NME compared to control tissue, suggesting a deterministic methylation pattern over this gene, potentially indicating that this is a crucial dependency in this ATRT subtype. Interestingly, *OTX2* is identified by high JSD across all three subtypes, in 3 of 4 ATRT-MYC samples and 8 of 10 ATRT-SHH samples. This suggests that perturbations in the ATRT methylome may converge on common genes that were previously thought to be subtype specific.

Another gene identified by evaluating DNA methylation stochasticity is *Lin28a*, exhibiting a dramatic increase in JSD, dMML, and dNME directly over the promoter region (Fig. 3d). Importantly, *Lin28a* has been reported to be expressed at high levels in ATRT cell lines and knock-down of this gene leads to reduced growth and induces apoptosis [54]. *Lin28a* is appreciated as a stem cell factor, and thus we hypothesize that elevated entropy may allow distinct populations in the tumor to sample different expression levels of this factor, promoting dedifferentiation or stem cell-like states within the tumor.

**Fig. 3:**
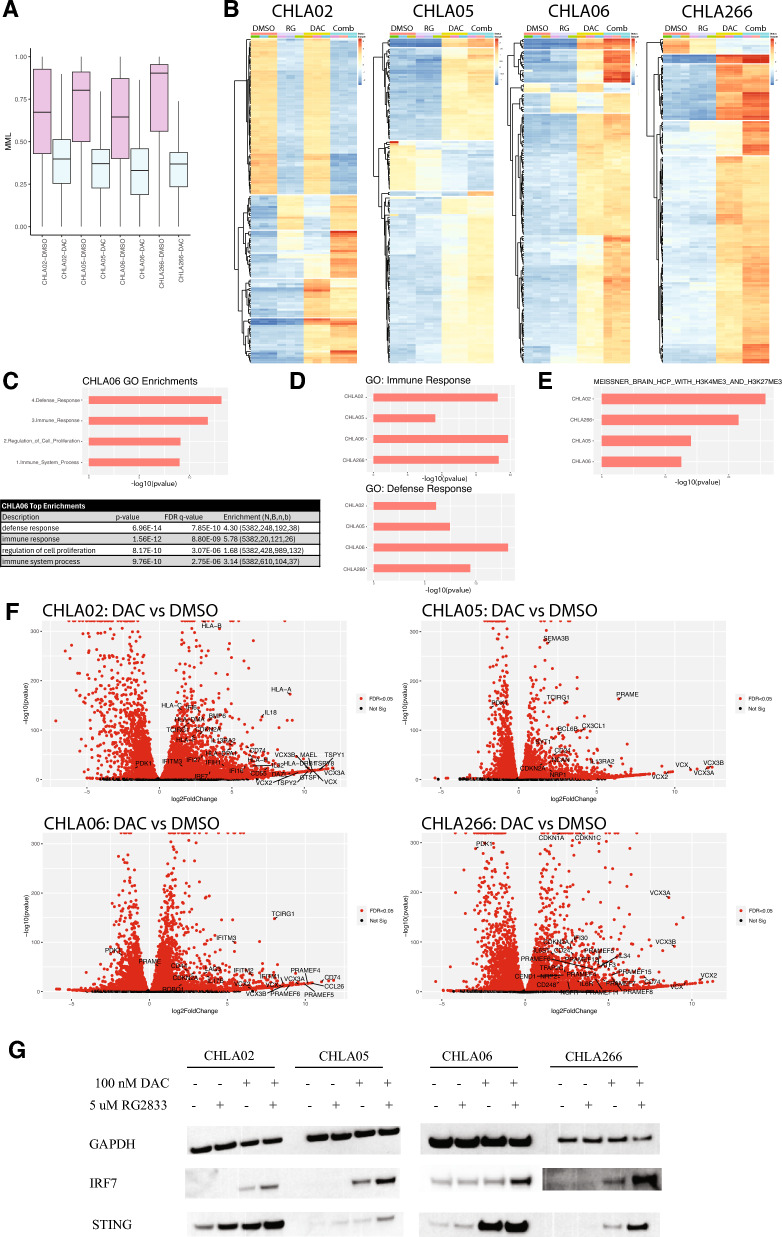
Decitabine reduces DNA methylation levels and synergizes with RG2833 to modulate gene expression. **A** Boxplots depicting genome-wide MML in DMSO (pink) and DAC (blue) for 4 ATRT cell lines. From left-to-right: CHLA02, CHLA05, CHLA06, and CHLA266. Center line represents the median, box is the interquartile range (IQR), and whiskers are 1.5 × IQR. **B** Heatmaps showing the top 150 most differentially expressed genes in 4 ATRT cell lines (from left to right: CHLA02, CHLA05, CHLA06, and CHLA266). Treatment order is as follows from left to right: DMSO, 5 µM RG2833, 100 nM DAC, combination). All heat maps are divided into 5 clusters. Red, upregulated; blue, downregulated. **C** Top 4 Gene Ontology enrichments from GOrilla in CHLA06 for all genes upregulated in combination treatment relative to DMSO. All enrichments were significant (gene ontology, y-axis; -log10(p-value), x-axis) (top graph). *P*-values, FDR q-values and enrichment scores are listed in the bottom table for the top 4 enrichments. N, total number of genes in set; B, total number of genes associated with a gene ontology term; n, number of genes in the top of the upregulated gene set list; b—number of intersecting genes; enrichment = (b/n)/(B/N). **D** Immune response (top) and defense response (bottom) enrichments from Gorilla for all 4 ATRT cell lines, from top to bottom: CHLA02, CHLA05, CHLA06, and CHLA266 (cell line, y-axis; -log10(p-value), x-axis). **E** “MEISSNER_BRAIN_HCP_WITH_H3K4ME3_AND_H3K27ME3” enrichments from GSEA for all 4 ATRT cell lines: CHLA02, CHLA05, CHLA06, and CHLA266 (cell line, y-axis; -log10(p-value), x-axis). **F** Volcano plots of differentially expressed genes for all 4 cell lines (CHLA02, top left; CHLA05 top right; CHLA06, bottom left; CHLA266, bottom right) in DMSO vs. combination treatment comparisons. Universally upregulated genes include VCX/VCX2/VCX3A/VCX3B, and CDKN2A. PDK1 is universally downregulated. Genes are represented as red points if the FDR < 0.05. **G** Western blots of IRF7 (top) and STING (bottom) protein expression in 4 cell lines. From left to right: CHLA02, CHLA05, CHLA06, and CHLA266. GAPDH is used as the loading control. Treatment conditions from left to right are: DMSO, 5µM RG2833, 100 nM DAC, combination

Another functionally important gene identified as the target of altered methylation stochasticity across all ATRT subtypes is the prominent tumor suppressor *CDKN2a*. In all three of our representative samples, the *CDKN2a* locus demonstrates elevated JSD and mean hypermethylation (Fig. 2e). This peak of JSD and dMML appears in a low background of JSD and dMML signal, focused specifically on the *CDKN2A* locus. *CDKN2A* is a cell cycle regulator that mediates progression of the cell cycle past the G1 checkpoint and is frequently deleted or silenced via methylation in cancer, including diffuse midline glioma (DMG), where it has been shown in murine models to be downregulated by the K27M mutation [8, 35, 40]. Here, we show that *CDKN2A* is regulated by DNA hypermethylation, likely contributing to gene repression. Analysis of 54 clinically diagnosed primary patient samples published on the PedcBioPortal from the Pediatric Brain Tumor Atlas (PBTA) shows that *CDKN2A* rarely has structural variants in ATRT, with only 2% of samples having a deep deletion [4, 11, 20]. We hypothesize that *CDKN2A* may be repressed in ATRT through DNA hypermethylation.

To identify genes with JSD driven by differential methylation entropy rather than mean changes, we also generated a relative JSD (rJSD) ratio for all genes across these 14 ATRT samples using previously published methods [26] (Supplementary Table 4). The rJSD ratio allows for the identification of genes that are ranked highly by JSD, but have low absolute values of dMML, thus prioritizing genes whose JSD is driven by changes in methylation stochasticity rather than mean methylation levels. For example, in sample ATRT-893, the top gene by rJSD ratio is *SOX11*, which has been identified as a specific marker of the SHH subgroup of ATRT [45]. This gene is ranked #35 by JSD, but #2566 by dMML. Differential methylation over this gene in ATRT-893 is largely driven by changes in entropy rather than MML. As a counterexample, HOXA5 is ranked #1 by JSD and #2 by dMML, indicating that its JSD is primarily driven by mean methylation changes.

We investigated enrichments among genes highly ranked by rJSD across samples. Focusing on the top 200 genes by rJSD, we used GSEA C2 and C5 gene sets to identify enrichments. This revealed enrichments for PRC2, transcription factors, and chromatin regulators consistently across samples, regardless of subtype (Supplementary Table 5) [36, 44]. Additionally, when looking at the overlap of high rJSD genes across samples, key genes related to embryogenesis and neuronal differentiation appear near the top, including *TBXT*, *SALL1*, *POU3F3*, and *PRDM14,* among others (Supplementary Table 4). Interestingly, these genes have not emerged as key targets or drivers in ATRT and have not been reported in other literature describing altered mean methylation levels in ATRT. Further work will be needed to assess for functional impact of high rJSD genes in ATRT, motivated by prior literature showing that elevated methylation entropy is related to variability of gene expression.

### Pharmacologic targeting of the ATRT methylome with hypomethylating agents modulates methylation patterns over key regions

Given the aberrant methylation landscape in ATRT, with both subgroup-specific alterations and common features such as focal hypermethylation and increased methylation entropy over key regulatory elements, we hypothesized that this methylation pattern was selected to support a favored set of gene expression states that promote tumorigenesis. We aimed to modulate this methylation pattern pharmacologically by first employing the DNA methyltransferase inhibitor (DNMTi), decitabine (DAC). Decitabine is a cytidine analog in which the carbon at position 5 of the cytosine ring is replaced by nitrogen. It is incorporated into the growing DNA strand during S phase and traps DNA methyltransferase enzymes (DNMTs), thus leading to genome-wide hypomethylation after subsequent rounds of cell division [25]. At high doses, it acts as an antimetabolite; however, at low doses it causes limited DNA damage and has been shown to induce differentiation [28]. Clinically meaningful “low dose” decitabine ranges from 20–300 nM [49].

We hypothesized that ATRT would be exquisitely sensitive to agents that perturb the preferred balance of methylation, specifically as hypermethylated regulatory regions and tumor suppressor genes become hypomethylated. This disruption in methylation is hypothesized to have downstream consequences for the expression of genes under the regulation of bivalent promoters and differentiation programs.

We performed WGBS on 4 patient-derived cell lines of ATRT, CHLA02, CHLA05, CHLA06, and CHLA266, following a 5-day treatment with 100 nM DAC and applied the informME analysis pipeline to characterize methylation patterning across the genome. CHLA02 and CHLA05 are of the ATRT-SHH subtype, and CHLA06 and CHLA266 are of the ATRT-MYC subtype. Decitabine treatment led to a dramatic reduction in MML genome-wide in all cell lines (Fig. 4a). Globally, this was accompanied by an increase in NME, presumably due to random demethylation of a genome that was largely methylated at baseline, resulting in more methylation patterns (Supplementary Figs. 2a-b). ChromHMM classes exhibiting focal hypermethylation in ATRT are effectively hypomethylated following decitabine treatment (Supplementary Fig. 2c). This responsiveness of the ATRT methylation landscape to brief decitabine treatment highlights the dynamic nature and active remodeling of the ATRT methylome. We next sought to assess the functional impacts of decitabine-induced demethylation, in combination with other agents that modify the epigenome, on gene expression.

**Fig. 4:**
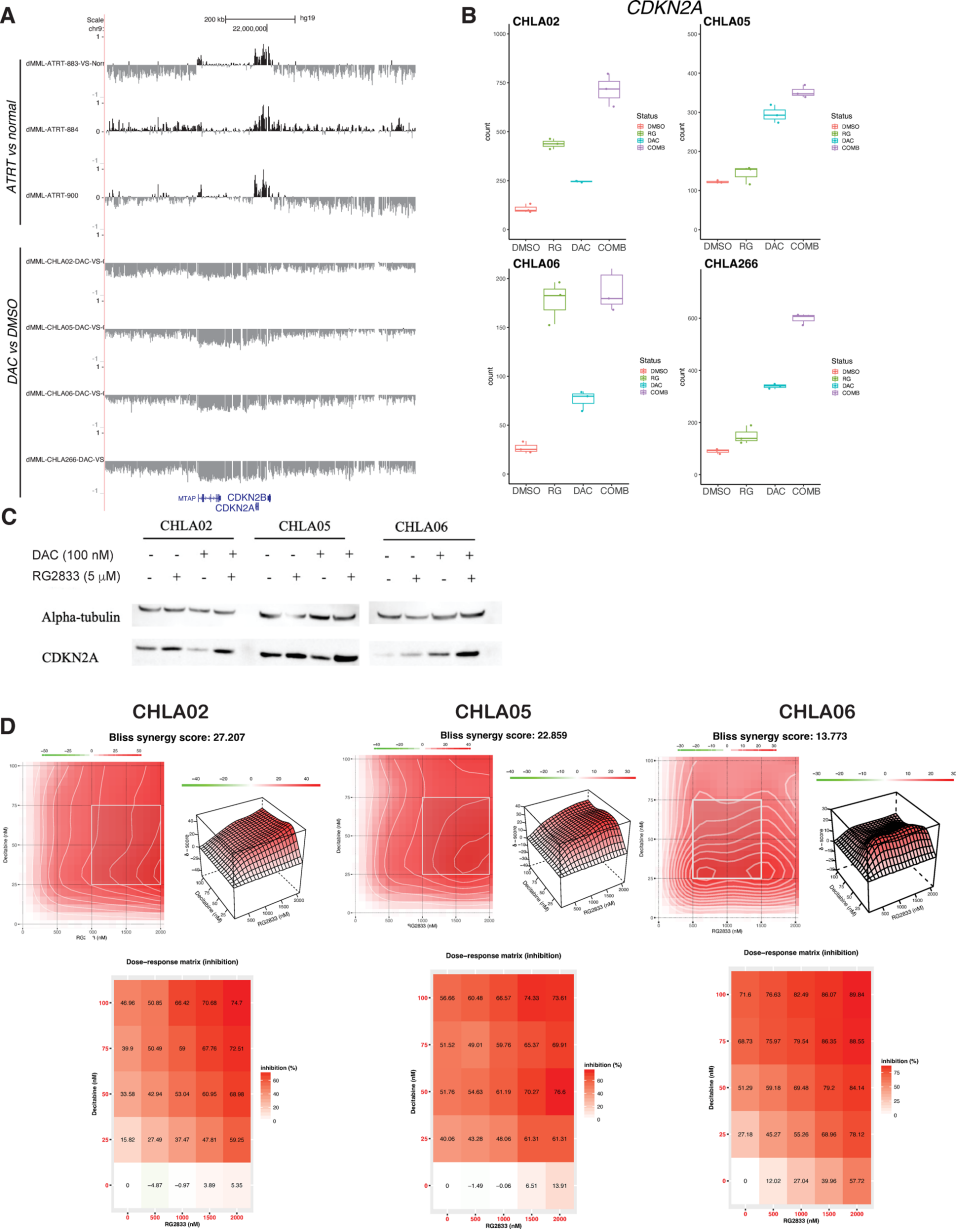
DAC and RG2833 upregulate the expression of CDKN2A and lead to a reduction in cell viability. **A** GBiB tracks of dMML of ATRT-883, ATRT-884, and ATRT-900 for ATRT vs. Normal comparisons over the *CDKN2A* locus, replicated from Fig. 2e for comparison (top). GBiB tracks of dMML for CHLA02, CHLA05, CHLA06, and CHLA266 vs. DMSO treatment over the *CDKN2A* locus (bottom). **B** Box plots demonstrating mRNA count (n = 3) for CHLA02, CHLA05, CHLA06, and CHLA266. Treatment conditions are DMSO (red), 5 µM RG2833 (green), 100 nM DAC (blue), and combination (purple). Center line, median; box; IQR, whiskers: 1.5 × IQR. **C** Western blots of CDKN2A protein expression in CHLA02, CHLA05, and CHLA06. GAPDH is used as the loading control. Treatment conditions from left to right are DMSO, 5 µM RG2833, 100 nM DAC, combination. **D** Bliss synergy results from treatment of CHLA02, CHLA05, and CHLA06 with escalating concentrations of DAC (0 nM, 25 nM, 50 nM, 75 nM, 100 nM) and/or RG2833 (0 nM, 500 nM, 1 µM, 1.5 µM, and 2 µM). Shown are dose–response density graphs, 3D response plots, and a dose–response matrix based on inhibition (x-axis = RG2833, y-axis = decitabine)

### Pharmacologic modulation of DNA methylation in ATRT cell lines alters gene expression

Our results highlight the dynamic and disordered methylome of ATRT and suggest that methylation alterations can be readily reversed with decitabine. Prior work has also shown a unique chromatin landscape in ATRT. At promoter regions, ATRT has a reduction in the activating H3K27ac mark, which is not met with an increase in the repressive H3K27me3 mark but rather is met with a local increase in DNA methylation [15]. We therefore hypothesized that ATRT would be sensitive to combination treatment with decitabine and HDAC inhibition (HDACi). We used RG2833, a brain-penetrant HDACi that is selective for HDAC classes 1/3. Additionally, hypomethylation and hyperacetylation (alone and in combination) have previously been shown to reactivate endogenous retrovirus elements and enhance innate immune signaling pathways in ovarian cancer and diffuse midline glioma, suggesting that the combination may enhance the immunogenicity of ATRT [5, 31].

Continuing with low-dose DAC treatment in ATRT cell lines, we next assessed the addition of RG2833 following 5 days of decitabine pre-treatment, evaluating gene expression by RNA-seq at the 72-h time point. 

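RNA-seq was done on 4 established ATRT cell lines, CHLA02 and CHLA05 of the ATRT-SHH subgroup and CHLA06 and CHLA266 of the ATRT-MYC subgroup. Each line received DMSO vehicle, DAC, RG2833 or both drugs, with 3 libraries per group and 48 libraries in all. DAC, a DNA methyltransferase inhibitor, was given at 100 nM for 5 days. RG2833, a histone deacetylase inhibitor (HDACi), was then given for 72 h, so that cells were harvested on day 8. The paper's methods give 5 µM for RG2833, whereas the sample labels give 2.5 µM, and the files do not settle which dose was used. Poly(A) RNA was made into strand-specific libraries with the NEBNext Ultra II Directional kit and sequenced on a NovaSeq as read pairs. The authors aligned the reads with STAR 2.4.2a and compared each treatment with DMSO of the same line in DESeq2. Both GRCh37 and hg38 are named as the genome build, so no positions are given. The deposited files are 12 DESeq2 tables, 1 per line and treatment, with the base mean, log2 fold change, standard error, Wald statistic and p-value of each gene. They hold no value per library, so no spread between the 3 libraries of a group can be given apart from the authors' standard error.
The tables list 20262 to 22206 genes per line, of which 11719 to 12253 have a base mean above 50. Because the 3 tables of a line share 1 base mean per gene, the mean normalized count of each of the 4 groups could be rebuilt from the base mean and the 3 fold changes. These rebuilt means carry no error of their own. Where the rebuilt DMSO mean lies below 1, the fold change has no reliable size, and the means are given in its place. A gene counts here as differentially expressed at a base mean above 50, an absolute log2 fold change above 1.50 and an adjusted p under 0.05, the thresholds that the paper states or draws. Differences between 2 treatments were tested from the 2 log2 fold changes and their summed squared errors, a test that errs towards fewer calls because both comparisons share the DMSO libraries. Gene lists were tested with cameraPR of limma on the Wald statistic, and members of each list were counted at an adjusted p under 0.05 with no threshold on size. The lists were fixed before the data were examined.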

Principal Component Analysis (PCA) revealed tight clustering and separation of the DMSO, DAC, RG2833, and combination treatment groups across all 4 cell lines (Supplementary Fig. 3). 

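Every pair of treatment groups differed in the expression of many genes within each line. MYL9, a myosin light chain, separates the 2 single drugs in CHLA05, with a mean normalized count of 843 after DAC and 0.357 after RG2833. CD24, a surface sialoglycoprotein, does so the other way in CHLA02, with 230.1 after DAC and 1022 after RG2833. In CHLA02 the combination stood closest to RG2833 alone, from which 40.1% of genes with a base mean above 50 differed at an adjusted p under 0.05, against 59.1% from DAC alone. The combination stood closest to DAC alone in the other lines, from which 29.2% of genes differed in CHLA05, 52.7% in CHLA06 and 34.8% in CHLA266. Its distance from RG2833 alone was 46.2%, 56.9% and 55.1% in the same 3 lines. With the error reduced by the shared DMSO part, the combination differed from DAC alone in 70.8%, 46.5%, 65.7% and 51.5% of genes in CHLA02, CHLA05, CHLA06 and CHLA266 and from RG2833 alone in 56.7%, 61.2%, 68.6% and 67.8%. DAC and RG2833 differed from each other in 55.6% of genes in CHLA02, 38.9% in CHLA05, 57.7% in CHLA06 and 43.2% in CHLA266. The spread within groups was small: the biological coefficient of variation rebuilt from the standard errors had a median of 6.85% in CHLA02, 4.82% in CHLA05, 5.95% in CHLA06 and 5.64% in CHLA266 over genes with a base mean above 100. A PCA needs values per library and could not be done.

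**Figure D1:**
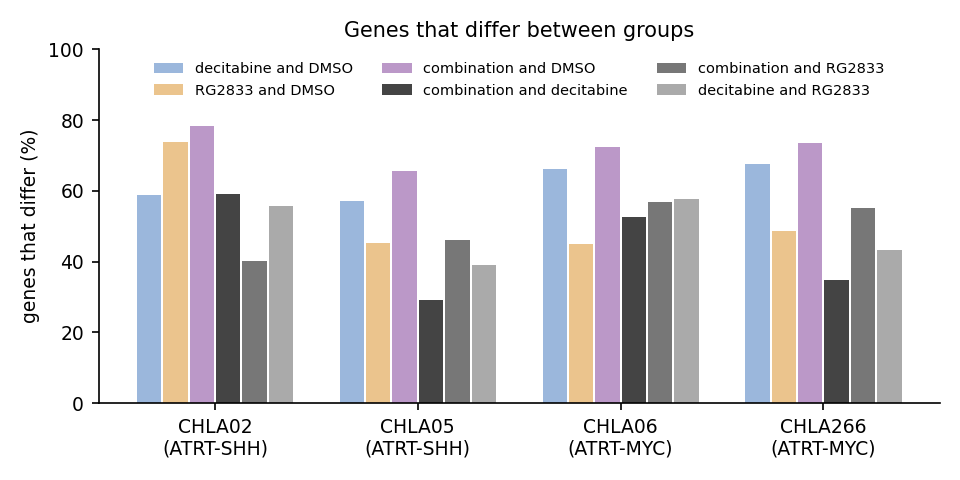
Percent of genes with a base mean above 50 that differ at an adjusted p under 0.05 (y axis) between each pair of groups in each cell line (x axis), with 1 bar per pair. Pairs of treated groups use summed errors and cannot be compared in height with pairs against DMSO. Among pairs of treated groups, the combination and DAC have the lowest bar in CHLA05 (29.2%) and in CHLA266 (34.8%).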

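The share of the combination's genes that each single drug also raised differed between lines. Of 1091 genes higher after the combination in CHLA02, 417 were also higher after RG2833 but not DAC, 174 after DAC but not RG2833, 232 after each drug and 268 after neither, by the calls in the authors' deposited tables. PDGFRB, a growth factor receptor, belongs to the RG2833 class in this line, with a mean normalized count of 2.13 in DMSO, 4.04 after DAC, 149.6 after RG2833 and 182 after the combination. In CHLA05, by the same tables of the authors' deposited calls, 125 of 204 higher genes were shared with DAC only and 2 with RG2833 only, while in CHLA06 these were 154 and 26 of 390, and in CHLA266 428 and 0 of 648. CLDN7, a tight junction protein, is a gene of the DAC class in CHLA06, where its mean went from 0.158 in DMSO to 162 after DAC, 0.608 after RG2833 and 219 after the combination.
Genes that fell were mostly tied to RG2833 in CHLA02, where 375 of 599 genes lower after the combination were also lower after RG2833 only in the authors' deposited tables. KIF20A and ESPL1, a kinesin and the separase of cell division, are among the strongest falls there, from 1851 to 20.5 and from 1736 to 24.2. Most genes that fell in the other lines did so past the thresholds in the combination alone, 48 of 62 in CHLA05, 174 of 214 in CHLA06 and 270 of 347 in CHLA266 in the authors' deposited tables. In CHLA05 they include HES5, a target of Notch, from 118 to 22.3. A gene past the thresholds in the combination and not with a single drug need not differ between the 2, so the differences themselves were tested.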

Heatmap analysis of the top differentially expressed genes in each cell line after treatment with DMSO, RG2833, DAC, or the combination of DAC and RG2833 reveals clusters that separate according to treatment (Fig. 3b, Supplemental Fig. 4 [with gene names]). While a notable portion of the upregulation was driven by DAC monotherapy, there were unique clusters in all cell lines where the combination treatment further enhanced gene expression alterations.

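The addition of RG2833 raised part of the genes further than DAC alone in every line. CD74, the invariant chain of HLA class II, had a log2 fold change against DMSO in CHLA02 that exceeded that of DAC by 3.48 (standard error 0.51). CX3CL1, a chemokine, did so by 1.37 (standard error 0.27) in CHLA05 and 3.10 (standard error 0.69) in CHLA266. ECM1, a secreted matrix protein, did so by 1.47 (standard error 0.20) in CHLA06. By contrast, the imprinted RNA MEG3 stood -0.03 (standard error 0.04) from DAC in CHLA266, within its error.
Among genes higher after the combination, 837 of 1091 in CHLA02, 80 of 204 in CHLA05, 267 of 390 in CHLA06 and 267 of 648 in CHLA266 were raised more than by DAC alone at an adjusted p under 0.05 in the normal test of the difference. Lower than after DAC alone were 29, 3, 5 and 20 by the same normal test. These genes were picked for their rise with the combination, which favors it in the comparison. Over all genes higher after the combination the median log2 fold change in the authors' deposited tables was 2.50 after the combination and 1.11 after DAC in CHLA02, 2.4 and 1.87 in CHLA05, 2.25 and 1.36 in CHLA06, and 2.44 and 1.97 in CHLA266. The sum of the 2 single-drug changes on the log2 scale was exceeded by 98, 57, 90 and 180 of all genes higher after the combination in CHLA02, CHLA05, CHLA06 and CHLA266, and not reached by 287, 9, 28 and 51. Over all genes with a base mean above 50, 3306 were higher and 3937 lower than after DAC in CHLA02, 1504 and 1999 in CHLA05, 2920 and 3251 in CHLA06, and 2071 and 2116 in CHLA266. With a difference of at least 1 on the log2 scale required as well, 1074, 80, 405 and 268 were higher and 902, 11, 466 and 224 lower, so that in CHLA06 more were lower.
As lists, HLA class I and antigen processing genes stood higher after the combination than after DAC in all 4 lines, at adjusted p = 0.0467 in CHLA02, 2.8e-04 in CHLA05, 0.00103 in CHLA06 and 1.9e-06 in CHLA266 in cameraPR on the differences. In CHLA05 this is a smaller fall and no rise, with 1 higher and 10 lower of 19 after DAC and 6 and 8 after the combination in the authors' deposited tables, and in CHLA06 DAC raised 7 and lowered 10. In CHLA02 RG2833 alone gave 13 higher and 3 lower, against 11 and 6 after the combination. The test on the differences was run at the main setting only, so how far the CHLA02 call depends on the setting was not tested. Extracellular matrix genes stood higher than after DAC in CHLA05 (adjusted p = 1.2e-10), CHLA06 (adjusted p = 9.1e-14) and CHLA266 (adjusted p = 8.5e-09), and HLA class II genes in CHLA02 (adjusted p = 0.0023), from the same test. Interferon-stimulated genes stood higher than after DAC in CHLA02 (adjusted p = 0.0226) and CHLA266 (adjusted p = 2.7e-04) in cameraPR on the differences. They did not pass in CHLA05 (adjusted p = 0.51) or CHLA06 (adjusted p = 0.49). Cancer testis antigen genes, which DAC alone had raised, passed this test in no line, with adjusted p from 0.51 to 0.97. Their median difference from DAC was above 0 in each line, at 1.12 in CHLA02, 0.638 in CHLA05, 1.11 in CHLA06 and 0.589 in CHLA266. The miss therefore does not show that RG2833 added nothing. DNA replication and mitosis genes were lower than after DAC in all 4 lines, at adjusted p = 3.4e-158 in CHLA02, 1.6e-51 in CHLA05, 5.8e-13 in CHLA06 and 6.4e-134 in CHLA266 in cameraPR on the differences, the smallest value of any list in CHLA02, CHLA05 and CHLA266. Hypoxia and glycolysis genes were lower in CHLA05 (adjusted p = 1.5e-18) and CHLA06 (adjusted p = 8.0e-06) and higher in CHLA02 (adjusted p = 0.0221) by this test.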

In all, combination treatment compared to control led to widespread changes in gene expression. 

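Past the thresholds on fold change and base mean, the combination raised more genes than it lowered. In the authors' deposited tables, 1091 genes were higher and 599 lower in CHLA02, 204 and 62 in CHLA05, 390 and 214 in CHLA06, and 648 and 347 in CHLA266. DAC alone gave 456 higher and 25 lower genes in CHLA02, 134 and 21 in CHLA05, 215 and 49 in CHLA06, and 468 and 115 in CHLA266 in the authors' deposited tables. These counts depend on the thresholds: with no threshold on the fold change, 9514, 7672, 8343 and 8713 genes differed in CHLA02, CHLA05, CHLA06 and CHLA266 in the authors' deposited tables, of which 4243, 3505, 4156 and 4099 were higher, so that more genes were lower in each line. With a test that the change exceeds 1.50, the total was 1207, 152, 302 and 645.
Few of the genes past these thresholds were shared by all lines. Of 10003 genes with a base mean above 50 in all 4 lines, 15 were higher in every line in the authors' deposited tables, where 0.00257 would be if the lists were independent, and 1 was lower. The number depends on the thresholds: 81 were higher in every line at a base mean above 10 and 288 with none, and 373 were higher and 656 lower with no fold change threshold, in the authors' deposited tables. The genes shared upward include SUSD2, a membrane protein (mean normalized count 106 in DMSO and 6986 after the combination in CHLA06), TCIRG1, a proton pump subunit (96.4 and 819.8 in CHLA05), PGF, a placental growth factor (29.8 and 563 in CHLA266), and EPS8L2, an actin regulator (37.2 and 269 in CHLA02). ADAM33, COL9A2, CRIP1, ECM1, MEG3 and PERP are also among them.
Pairs of lines shared more genes than independent lists would. CHLA02 and CHLA266, of different subgroups, shared 185 higher genes (30.1 for independent lists), while CHLA02 and CHLA05, both ATRT-SHH, shared 76 (11.1) and CHLA06 and CHLA266, both ATRT-MYC, 119 (10.3). These counts follow the sizes of the lists, and the odds ratios of the overlaps were 12.7, 12.8 and 26.8 in the same order. The highest odds ratio was 44.0 (CHLA05 with CHLA266) and the lowest 7.20 (CHLA02 with CHLA06), both in pairs of different subgroups. Within a line, most genes raised by DAC were raised by the combination as well: 406 of 456 in CHLA02, 128 of 134 in CHLA05, 186 of 215 in CHLA06 and 440 of 468 in CHLA266 in the authors' deposited tables. Independent lists of these sizes would share 40.6, 2.28, 7.16 and 25.2 genes. The 2 comparisons share their DMSO libraries. The covariance of their log2 fold changes was 1.11, 0.324, 0.585 and 0.857 in CHLA02, CHLA05, CHLA06 and CHLA266, against 0.0205, 0.00712, 0.0117 and 0.0111 for unchanged groups simulated with shared DMSO libraries.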

GOrilla gene ontology analysis on all upregulated genes in CHLA06 combination treatment revealed that the 4 most enriched gene ontology sets were “defense response,” “immune response,” “regulation of cell proliferation,” and “immune system process” [13, 14]. 

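In CHLA06 single immune genes that were close to silent in DMSO rose with the combination. The lists of chemokine, nucleic acid sensing and interferon-stimulated genes did not pass the main set test. CCL26, a chemokine that attracts eosinophils, went from a mean normalized count of 0.158 in DMSO to 206, IL18, an inflammatory cytokine, from 0.157 to 32.7, and IL32, another cytokine, from 2.28 to 64.3. ICAM1, an adhesion molecule that binds leukocytes, had a log2 fold change of 4.54 (standard error 0.23) in the authors' deposited table. STING1 (listed as TMEM173), a sensor of cytosolic DNA signaling, went from 0.307 to 175. Members of the list of chemokine genes that rose in the authors' deposited table numbered 5 of 9 tested and none fell (5 and 0 adjusted over the list alone). Nucleic acid sensing genes had 8 higher and 4 lower of 16 in the authors' deposited table (8 and 4 adjusted over the list alone). Interferon-stimulated genes had 10 higher and 7 lower of 40 in the authors' deposited table, with 23 that did not pass the test (10 and 6 adjusted over the list alone). IFI6, one of them, fell by 1.05 on the log2 scale (standard error 0.07) in the authors' deposited table.
Against all other genes, the lists of chemokine genes (adjusted p = 0.42), nucleic acid sensing genes (adjusted p = 0.79) and interferon-stimulated genes (adjusted p = 0.53) did not pass cameraPR with its preset correlation. Interferon-induced transmembrane genes passed upward (adjusted p = 0.0229 in cameraPR, 1.2e-07 to 0.062 over 4 alternatives). The paper tested gene ontology sets among raised genes, which is another question. Misses in cameraPR, here or for other lists, therefore do not speak against its enrichments. With the log2 fold change as statistic the chemokine list passed (range 3.8e-09 to 0.54 over 4 alternatives). That setting leaves out the errors, and 6 of the 9 tested members have a DMSO mean under 1, where the fold change has no reliable size. Without values per library the correlation between genes could not be estimated, here or for the other lists.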

All enriched sets had a *p*-value of less than 9.5e−10 (Fig. 3c). 

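Among the other 3 lines, interferon-stimulated genes passed the main set test in CHLA02 only. Of 43 interferon-stimulated genes, 31 were higher and 5 lower after the combination in CHLA02, 14 and 12 of 43 in CHLA05, and 21 and 5 of 41 in CHLA266 in the authors' deposited tables, the same counts as when adjusted over the list alone. The list stood above all other genes in CHLA02 (adjusted p = 1.0e-04 in cameraPR) and not in CHLA05 (adjusted p = 0.94) or CHLA266 (adjusted p = 0.16, 0.0464 to 0.43 over 4 alternatives, passed with the log2 fold change). Tested as a difference between lines, it rose more in CHLA02 than in CHLA05 (adjusted p = 4.5e-04) and CHLA266 (adjusted p = 0.00562) by the same test. IFI6 and IFI30, proteins induced by interferon, had log2 fold changes of 2.77 (standard error 0.11) and 3.95 (standard error 0.17) in CHLA02 in the authors' deposited table. In CHLA05, IFI27 had one of 3.68 (standard error 0.18) in the authors' deposited table, while IFI6 fell by 0.37 (standard error 0.03). OASL, an antiviral protein, went from a mean normalized count of 0.335 in DMSO to 17.5 in CHLA266.
Genes of interleukin and interferon receptors rose in CHLA02, with 22 higher and none lower of 29, and in CHLA266, with 18 higher and 2 lower of 29, in the authors' deposited tables (the same counts adjusted over the list alone). Both lists passed cameraPR, at adjusted p = 0.00457 and 0.012 (6.6e-04 to 0.17 and 0.00221 to 0.0877 over 4 alternatives, both lost at a correlation of 0.05 and CHLA02 with the log2 fold change as well), whereas CHLA05 gave adjusted p = 0.31 (0.0495 to 0.56, passed with the log2 fold change). NGFR, a nerve growth factor receptor among the genes that the paper marks in its volcano plots, had a log2 fold change of 6.06 (standard error 0.29) in CHLA02 and 2.55 (standard error 0.27) in CHLA266 in the authors' deposited tables. IL34, a ligand of the macrophage growth factor receptor, went from 11.1 in DMSO to 266 after DAC and 230.3 after the combination in CHLA266.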

Exploration of the other 3 cell lines also revealed enrichment for the “immune response” and “defense response” gene sets, with p-values less than 7.8e−7 for these sets (Fig. 3d). The top 4 GOrilla enrichment sets for the remaining cell lines are shown in supplementary Fig. 5a. Full enrichment sets are listed in Supplementary Table 5.

Interestingly, we observed that all cell lines had highly significant enrichments for “cell adhesion,” “cell migration,” and “extracellular matrix organization” (Supplementary Table 5). 

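Genes of the extracellular matrix rose with the combination in all 4 lines. MFAP2, a protein of elastic microfibrils, went from a mean normalized count of 0.190 in DMSO to 527 in CHLA05 and from 0.157 to 33.2 in CHLA06. BGN, a matrix proteoglycan, went from below 1 in DMSO to 75.0 in CHLA02, 39.9 in CHLA05, 30.2 in CHLA06 and 17.6 in CHLA266. COL16A1, a collagen, had a log2 fold change of 6.32 (standard error 0.50) in CHLA02 and 4.61 (standard error 0.34) in CHLA05 in the authors' deposited tables. COL6A3, another collagen, was already abundant in CHLA06, at 42544 in DMSO and 48212 after the combination, and went from 0.167 to 200.0 in CHLA02. In the authors' deposited tables, 55 of 74 matrix genes were higher and 9 lower in CHLA02, 40 and 14 of 73 in CHLA05, 47 and 5 of 71 in CHLA06, and 53 and 8 of 74 in CHLA266. Adjusted over the list alone, 55, 42, 51 and 53 were higher in the authors' deposited tables. The list stood above other genes in cameraPR in each line, at adjusted p = 1.7e-09 in CHLA02, 3.9e-07 in CHLA05, 1.6e-07 in CHLA06 and 2.3e-12 in CHLA266.
Cell adhesion genes passed the main set test in CHLA02 and CHLA266 and did not in CHLA05 and CHLA06, but part of these calls depend on the setting. Integrin and cadherin genes had 29 higher and 5 lower of 43 in CHLA02 and 24 and 2 of 42 in CHLA266, against 18 and 4 of 40 in CHLA05 and 10 and 10 of 36 in CHLA06, in the authors' deposited tables. Adjusted p-values from cameraPR were 0.00676, 0.00565, 0.27 and 0.82 in the same order. For other cell adhesion genes, with 30 higher of 40 in CHLA02 and 26 of 38 in CHLA266 in the authors' deposited tables, they were 2.4e-04 and 1.2e-06, against 0.87 in CHLA05 and 0.43 in CHLA06. Over the 4 alternatives the adjusted p of the first list ran from 1.6e-05 to 0.10 in CHLA02 and 0.00106 to 0.0827 in CHLA266, both lost at a correlation of 0.05, and from 8.4e-05 to 0.91 in CHLA05 and 0.0391 to 1.00 in CHLA06, which passed with the log2 fold change as statistic. For the second list it ran from 0.00936 to 0.68 in CHLA06, which passed with ranks and with the log2 fold change. ITGA5, the fibronectin receptor subunit, went from 2.18 to 91.3 in CHLA266. CDH3, the placental cadherin, had a log2 fold change of 2.24 (standard error 0.19) in CHLA06 and 2.50 (standard error 0.09) in CHLA266 in the authors' deposited tables.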

Graf et al. observed similar enrichment sets for upregulated genes after treatment of BT16, an ATRT-MYC line, with long-term (14 day), low micromolar dose (0.5 uM) decitabine. Using data from Wang et al., they also show that similar enrichments are seen in BT16 after long-term treatment with DAC as with SMARCB1 reactivation. They report that “cell adhesion,” “cell migration,” and “extracellular matrix organization” are the top 3 most significantly enriched pathways after SMARCB1 reactivation [22, 53]. Additionally, Wang et al. published GSEA enrichments for upregulated genes after SMARCB1 re-expression [53]. One set that was present in their data set after SMARCB1 reactivation and in 2 of our cell lines, CHLA02 and CHLA05, after combination treatment was “WANG_SMARCE1_TARGETS_UP,” which represents genes that are upregulated in breast cancer with reintroduction of SMARCE1, another component of SWI/SNF (Supplementary Fig. 5b). Many of the genes in this set are reported to oppose cell cycle progression and induce apoptosis [52]. 

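Genes that the study's own enrichment counts as bivalent in brain, with both an active and a Polycomb mark at the promoter, were raised by each drug to a different degree in each line. The study picked them from genes raised by the combination in these libraries, so their rise with the combination is not independent evidence, and the single-drug changes, measured against the same DMSO libraries, are not fully independent of that choice either. Among 64 such genes in CHLA02, 57 were higher after DAC and 52 after RG2833 at an adjusted p under 0.05 in the authors' deposited tables, with median log2 fold changes of 1.97 and 2.29, against 3.87 after the combination. In CHLA05, 29 of 30 were higher after DAC and 7 after RG2833 in the authors' deposited tables, with medians of 1.98 and 0.19. CHLA06 had 35 of 39 higher after DAC and 24 after RG2833 in the authors' deposited tables, with medians of 1.27 and 0.57. The sheet for CHLA266 in Supplementary Table 5 is held only in part and was not used. Targets of EZH2, the methyltransferase of PRC2, were picked the same way in CHLA02, where 42 of 46 were higher after DAC and 42 after RG2833 in the authors' deposited tables. Targets of SMARCE1, a SWI/SNF subunit, had 14 of 15 higher after DAC and 6 after RG2833 in CHLA05 in the authors' deposited tables.
EZH2 itself went from a mean normalized count of 2672 in DMSO to 743 after RG2833 and 761 after the combination in CHLA02, and from 1464 to 548 after the combination in CHLA266. POU3F3, a neural transcription factor that the paper names among genes with altered methylation, went from 30.7 in DMSO to 99.4 after RG2833 and 206 after the combination in CHLA02.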

We also find that upregulated genes after combination treatment are enriched for genes under the regulation of bivalent promoters and/or PRC2, as shown by enrichments for “NUYTTEN_EZH2_TARGETS_UP” and “MEISSNER_BRAIN_HCP_WITH_H3K4ME3_AND_H3K27ME3” (Supplementary Fig. 5c, Fig. 3e) based on C2 GSEA results (Supplementary Table 5) [34, 39]. We have already shown here that genes with the highest methylation stochasticity are genes under the regulation of PRC2 and bivalent promoters, and we now show that the expression of these genes is profoundly affected by treatment with decitabine.

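The genes with the highest methylation stochasticity come from primary tumors and were therefore chosen independently of these libraries. In the lists of Supplementary Table 3, 242 of 251 genes for ATRT-MYC, 239 of 262 for ATRT-TYR and 73 of 74 for ATRT-SHH have a value in at least 1 line. DAC alone raised a larger share of the ATRT-TYR list than of other genes in CHLA266 (14 of 114 genes past the thresholds, 12.3%, against 3.81% of others in the authors' deposited tables), CHLA02 (12 of 129, 9.30%, against 3.66%) and CHLA05 (6 of 117, 5.13%, against 1.08%). Fisher's exact test gave adjusted p = 0.00475, 0.016 and 0.0118 over 36 two-sided tests. In CHLA06 it was 3 of 101 (2.97% against 1.82%, adjusted p = 0.83 by the same exact test). For the ATRT-MYC list the share was higher in CHLA02, at 11 of 104 genes (10.6%, adjusted p = 0.0118 by the same exact test). In the ATRT-MYC lines themselves that list gave 2 of 83 genes in CHLA06 (adjusted p = 1.0) and 5 of 95 in CHLA266 (adjusted p = 0.83) by the exact test. The ATRT-SHH list gave 4 of 35 in CHLA02 and 0 of 34 in CHLA05, at adjusted p = 0.16 and 1.0 by the exact test. The base mean includes the treated libraries, so a gene silent in DMSO enters these shares only if a treatment raised it. List members and other genes were not matched on their DMSO level. The exact test therefore cannot tell a response of a list from a low starting level of its members.
With no threshold on size, DAC moved members in both directions. In CHLA266, 91 of 220 ATRT-TYR genes were higher and 35 lower in the authors' deposited table (91 and 35 adjusted over the list alone), and 89 of 206 ATRT-MYC genes were higher and 26 lower (90 and 26 adjusted over the list alone). In CHLA06 38 of 167 ATRT-MYC genes were higher and 35 lower. In cameraPR on all genes no list passed after DAC in any line, with the lowest adjusted p at 0.0745 for the ATRT-MYC and the ATRT-TYR list in CHLA266. Both passed there with ranks and with the log2 fold change (range 2.6e-05 to 0.46 and 0.0023 to 0.46 over 4 alternatives). With the log2 fold change the ATRT-MYC list passed in CHLA05 (range 0.0428 to 0.65) and the ATRT-SHH list in CHLA02 (range 0.0278 to 0.85) as well. SOX11, a neural transcription factor that the paper names among genes with altered methylation, went from a mean normalized count of 37.0 in DMSO to 98.2 after DAC in CHLA02 and from 1160.5 to 921 in CHLA05.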

Key genes enriched in the “Defense Response” and “Immune Response” sets are highlighted in the volcano plots in Fig. 3f. 

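HLA class I and antigen processing genes moved in both directions, interleukin genes rose in part, and genes of interferons themselves were hardly measured. HLA-B, a class I chain, had a log2 fold change of 2.99 (standard error 0.06) in CHLA02 and 0.44 (standard error 0.03) in CHLA06 in the authors' deposited tables. In the authors' deposited tables, 11 of 19 HLA class I and antigen processing genes were higher and 6 lower in CHLA02, 6 and 8 in CHLA05, 11 and 6 in CHLA06, and 11 and 2 in CHLA266. Adjusted over the list alone, the counts were the same. In cameraPR the list passed in CHLA02 (adjusted p = 3.1e-04, 0.0013 to 0.70 over 4 alternatives, lost with ranks and with the log2 fold change) and not in CHLA05 (adjusted p = 1.00), CHLA06 (adjusted p = 0.72) or CHLA266 (adjusted p = 0.0876), and it rose more there than in CHLA05 (adjusted p = 9.0e-05), CHLA06 (adjusted p = 0.00364) and CHLA266 (adjusted p = 0.00562) in the test of the difference. HLA genes share reads among themselves, so values of single HLA genes are uncertain.
Interleukin genes had 10 higher of 17 tested in CHLA02, 5 of 15 in CHLA05, 5 of 15 in CHLA06 and 8 of 12 in CHLA266 in the authors' deposited tables, with 1, 1, 0 and 0 lower (adjusted over the list alone 10, 5, 5 and 8 higher). The list reached adjusted p = 0.0502 in CHLA266 (0.00906 to 0.12 over 4 alternatives) and 0.19, 0.72 and 0.50 in CHLA02, CHLA05 and CHLA06 in cameraPR. IL18, a cytokine that drives interferon gamma, went from 7.89 to 1067 in CHLA02, IL17B, an interleukin of the IL-17 family, from 11.4 to 146 in CHLA06, and IL32, an inflammatory cytokine, from 10.3 to 472 in CHLA266. Genes that encode interferons had 5 members tested in CHLA02 with 1 higher in the authors' deposited table, and 1, 2 and 1 tested with none higher in CHLA05, CHLA06 and CHLA266. So few interferon genes allow no statement on them as a group.
Of 5 interferon-induced transmembrane genes tested in each line, 4 were higher and 1 lower in CHLA02, 0 and 3 in CHLA05, 4 and 0 in CHLA06, and 2 and 3 in CHLA266 in the authors' deposited tables, with the same counts adjusted over the list alone. In cameraPR the list passed upward in CHLA06 (adjusted p = 0.0229, 1.2e-07 to 0.062 over 4 alternatives, lost at a correlation of 0.05 and at a base mean above 50) and downward in CHLA05 (adjusted p = 8.3e-04, 3.1e-04 to 0.36 over 4 alternatives, lost with ranks and with the log2 fold change), with adjusted p = 0.51 in CHLA02 and 0.0876 in CHLA266.

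**Figure D2:**
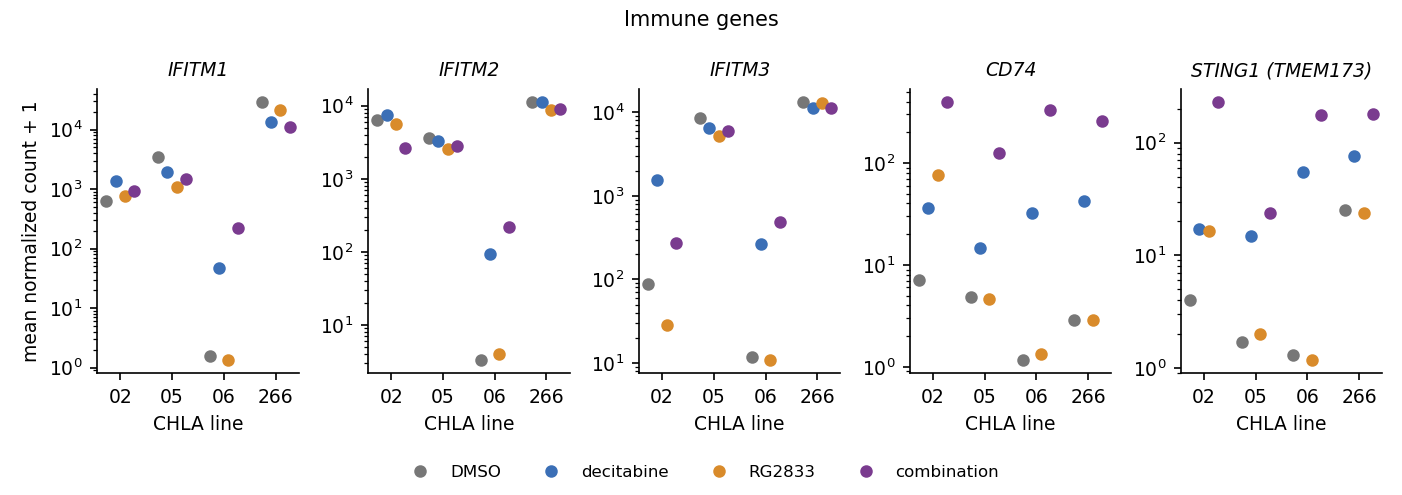
Mean normalized count plus 1 (log y axis) of 5 immune genes in each cell line (x axis), with 1 point per group rebuilt from the authors' deposited tables. IFITM1 and IFITM2 have their lowest DMSO points in CHLA06 (0.570 and 2.28), and STING1 is highest in each line after the combination.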

All 4 cell lines demonstrated strong upregulation for the human leukocyte antigen (HLA), interleukin, interferon, and interferon-induced transmembrane genes. CHLA02, CHLA05, and CHLA266 all had upregulation of *CD74.* It has been shown that CD74 expression is predictive of dual PDL-1 and CTLA-4 immune checkpoint blockade therapy response [51]. Additionally, *IL13RA2* is upregulated in both CHLA02 and CHLA05. 

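CD74 rose in every line with the combination, and most HLA class II genes, whose products it chaperones, were higher with it. Its mean normalized count was 6.07 in DMSO, 35.4 after DAC, 75.0 after RG2833 and 395 after the combination in CHLA02. The combination took it from 3.79 to 124 in CHLA05 and from 1.86 to 255 in CHLA266, with log2 fold changes of 5.03 (standard error 0.49) and 7.10 (standard error 0.62) in the authors' deposited tables. In CHLA06 it went from 0.158 to 332 (adjusted p = 1.5e-19 from DESeq2 in the authors' deposited table). The base mean of CD74 lies above 50 in CHLA02, CHLA06 and CHLA266 and at 36.3 in CHLA05. HLA-DMA, which loads peptides onto class II, had a log2 fold change of 2.46 (standard error 0.18) in CHLA05, 1.78 (standard error 0.20) in CHLA06 and 2.46 (standard error 0.17) in CHLA266 in the authors' deposited tables. HLA-DPA1, a class II chain, went from 10.0 to 244 after RG2833 alone and 295 after the combination in CHLA02. Of the class II genes tested, 12 of 13 were higher in CHLA02, 6 of 7 in CHLA05, 8 of 11 in CHLA06 and 9 of 12 in CHLA266 in the authors' deposited tables, and 1 was lower, in CHLA05, with the same counts adjusted over the list alone. The list passed cameraPR in CHLA02 (adjusted p = 6.1e-04) and CHLA266 (adjusted p = 0.0245) and not in CHLA05 (adjusted p = 0.064) or CHLA06 (adjusted p = 0.14). Outside CHLA02 this depends on the setting: the adjusted p over 3 alternatives ran from 6.9e-13 to 0.0771 in CHLA266, lost at a correlation of 0.05, and from 4.8e-08 to 0.13 in CHLA05 and 1.6e-13 to 0.27 in CHLA06, which passed with ranks.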

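IL13RA2, a decoy receptor of interleukin 13, rose in both ATRT-SHH lines after either the combination or DAC. In CHLA02 its mean normalized count was 10.3 in DMSO, 80.7 after DAC, 80.4 after RG2833 and 333 after the combination, a log2 fold change of 5.01 for the last (standard error 0.28, adjusted p = 1.2e-68 from DESeq2 in the authors' deposited table). In CHLA05 the means were 2.76, 84.2, 5.98 and 165 in the same order, and the log2 fold change was 5.90 (standard error 0.54, adjusted p = 1.2e-26 from DESeq2 in the authors' deposited table). RG2833 by itself raised IL13RA2 in CHLA02 (log2 fold change 2.96 (standard error 0.30)) and not in CHLA05 (adjusted p = 0.17 from DESeq2), in the authors' deposited tables. In CHLA266 the gene went from 0.171 in DMSO to 21.0 after DAC and 26.3 after the combination, with a base mean below the threshold of 50. CHLA06 had 2.41 after the combination (adjusted p = 0.43 from DESeq2 in the authors' deposited table), which is not detectably different from DMSO at this depth.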

IL13RA2 is a target of cell-based immunotherapies, and a phase I clinical trial of IL13RA2 directed CAR-T cells for recurrent high-grade glioblastoma was recently completed (NCT02208362). 

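SEMA3B, SYT1 and BCL6B rose in CHLA05 with DAC and with the combination. SEMA3B, a secreted axon guidance protein, went from a mean normalized count of 1082 in DMSO to 3253 after DAC and 3849 after the combination in CHLA05, with 976 after RG2833. SYT1, the calcium sensor of synaptic vesicles, had 112 in DMSO, 299 after DAC, 168 after RG2833 and 539 after the combination. BCL6B, a transcriptional repressor described as a tumor suppressor, had 85.5, 469, 78.5 and 507 in the same order. Their log2 fold changes after the combination were 1.83 (standard error 0.05), 2.27 (standard error 0.12) and 2.57 (standard error 0.12) in the authors' deposited table. NEFM, a neurofilament chain, went from 0.190 to 142 after DAC and 177 after the combination, and NCAN, a proteoglycan of brain matrix, from 75.8 to 288. NRP1, a semaphorin receptor, went from 36.2 to 141. Of 46 neuronal differentiation genes, 20 were higher and 8 lower in CHLA05 in the authors' deposited table (20 and 9 adjusted over the list alone), and 29 and 5 of 51 in CHLA02. Markers of other cell types were higher in CHLA02 as well, 11 of 12 endothelial, 14 of 21 muscle and epithelial, and 11 of 15 astrocyte and oligodendrocyte markers in the authors' deposited table (the same counts adjusted over the list alone). Their adjusted p was 0.0155, 0.19 and 0.19 in cameraPR, with 1.6e-05 to 0.0578, 2.1e-04 to 0.35 and 0.00125 to 0.42 over 4 alternatives. A rise of most members in CHLA02 is therefore not particular to neuronal genes. Of these marker lists only the endothelial one passed the main set test, and no test compared the lists with each other. In cameraPR the neuronal list had adjusted p = 0.0437 in CHLA05 and 0.00759 in CHLA02, against 0.50 in CHLA06 and 0.11 in CHLA266. Over the 4 alternatives the adjusted p ran from 0.00115 to 0.29 in CHLA05, 7.1e-05 to 0.12 in CHLA02 and 0.00775 to 0.33 in CHLA266, with the first 2 lost at a correlation of 0.05, CHLA05 lost with ranks as well, and CHLA266 passing with ranks and with the log2 fold change. No pair of lines passed the test of the difference for the list (lowest adjusted p = 0.12), so a tie to a subgroup cannot be drawn.
SEMA3B fell in the other lines, where its log2 fold change was -1.72 (standard error 0.07) in CHLA02, -0.24 (standard error 0.06) in CHLA06 and -0.29 (standard error 0.06) in CHLA266 in the authors' deposited tables. SYT1 had 3.60 (standard error 0.17) in CHLA02 and 0.90 (standard error 0.07) in CHLA266 in the authors' deposited tables. BCL6B went from 1.52 to 80.4 after DAC and 22.7 after the combination in CHLA02.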

Analysis of other gene set enrichment lists in CHLA05 also demonstrated an enrichment in genes related to neuronal differentiation, including *SEMA3B* and *SYT1*, and tumor suppressor genes, such as *BCL6B*, which are also displayed in Fig. 3f. Additionally, *LAG3* was upregulated in both CHLA06 and CHLA266, and *CD274* was upregulated in CHLA266. Both LAG3 and CD274 are cell surface molecules that are the targets of existing immunotherapies (NCT02658981).

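LAG3, an inhibitory receptor of T cells, rose in both ATRT-MYC lines and less in CHLA05. In CHLA06 its mean normalized count was 15.9 in DMSO, 57.2 after DAC, 38.0 after RG2833 and 181 after the combination, and in CHLA266 it was 80.7, 183, 51.6 and 249.7. The combination gave log2 fold changes of 3.51 (standard error 0.28, adjusted p = 7.3e-36) in CHLA06 and 1.63 (standard error 0.17, adjusted p = 7.5e-22) in CHLA266 from DESeq2 in the authors' deposited tables. LAG3 was more abundant in the ATRT-SHH lines in DMSO, at 695 in CHLA02 and 258 in CHLA05, and its log2 fold change there was -0.03 (standard error 0.12) and 0.41 (standard error 0.12) in the authors' deposited tables.
CD274, which encodes PD-L1, was measured at low levels. In CHLA266 it had a mean of 4.14 in DMSO, 6.44 after DAC, 2.93 after RG2833 and 9.09 after the combination, a log2 fold change of 1.13 (standard error 0.86, adjusted p = 0.26 from DESeq2 in the authors' deposited table), which does not pass the threshold. In CHLA05 it went from 14.9 to 66.7 after DAC and 93.3 after the combination, a log2 fold change of 2.65 (standard error 0.31, adjusted p = 7.5e-17 from DESeq2 in the authors' deposited table), with a base mean of 50.0. CHLA02 had 0.166 in DMSO, 5.80 after RG2833 and 24.1 after the combination, and CHLA06 0.570 and 1.72 in DMSO and the combination.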

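The VCX genes, a family on the X chromosome expressed in male germ cells, were silent or nearly so in DMSO and were expressed after DAC and after the combination in every line. VCX had a mean normalized count after the combination of 259 in CHLA02, 394 in CHLA05, 55.3 in CHLA06 and 2091 in CHLA266, and VCX3A one of 672, 839.5, 121 and 3034. After DAC alone VCX stood at 164, 248, 17.1 and 1390.3 in the same order. After RG2833 alone VCX3A stood at 0.168, 0.357, 0.608 and 3.19. VCX2 and VCX3B passed an adjusted p of 0.05 upward after the combination in all 4 lines as well in the authors' deposited tables, with means of 885 and 1680.3 in CHLA266. The 4 genes are near-identical and share reads, so how the counts divide among them is uncertain. The DMSO means lie below 1 in CHLA02, CHLA05 and CHLA06, where the fold changes have no reliable size, and reach 7.75 in CHLA266.
CDKN2A, which encodes the cell cycle inhibitor p16 and the p53 activator p14ARF, was past the thresholds upward in all 4 lines after the combination in the authors' deposited tables, with a log2 fold change of 2.75 (standard error 0.13) in CHLA02, 1.53 (standard error 0.13) in CHLA05, 2.87 (standard error 0.22) in CHLA06 and 2.75 (standard error 0.14) in CHLA266.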

Genes that are universally increased across all 4 cell lines include *CDKN2A* and the VCX family of genes *(VCX*, *VCX2*, *VCX3A*, *VCX3B*) (Fig. 3f). The VCX family genes are cancer testis antigens (CTAs), which are proteins that are not normally expressed in adult tissues, except in male germ cells, but can be expressed on cancer cells and are highly immunogenic [19]. Additionally, *CD40*, a target of immunotherapy in ATRT clinical trials, also experienced profound upregulation with combination treatment, though expression levels in our samples were low at baseline (NCT03389802). 

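CD40, a costimulatory receptor of the TNF receptor family, rose in all 4 lines from a low level. Its mean normalized count went from 0.606 in DMSO to 20.5 after DAC, 12.1 after RG2833 and 194 after the combination in CHLA02. CHLA05 had the highest DMSO level of the gene, 12.4, and reached 26.9 after DAC and 106 after the combination. In CHLA06 it went from 0.158 to 6.14 after DAC and 32.0 after the combination, and in CHLA266 from 1.24 to 24.5 and 86.1. The log2 fold change after the combination was 3.09 (standard error 0.34, adjusted p = 4.2e-19) in CHLA05 and 6.11 (standard error 0.79, adjusted p = 4.1e-14) in CHLA266 from DESeq2 in the authors' deposited tables. The base mean of CD40 is 56.7 in CHLA02, 39.3 in CHLA05, 9.67 in CHLA06 and 28.3 in CHLA266, so that it passes the threshold of 50 in CHLA02 alone. RG2833 alone left the level of CD40 at 12.0 in CHLA05 and 1.28 in CHLA266.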

Alternatively, *PDK1*, which is an inhibitor of Pyruvate Phosphate Dehydrogenase, was universally downregulated across all 4 cell lines. 

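PDK1, the pyruvate dehydrogenase kinase that turns cells from oxidative metabolism to glycolysis, was the only gene lower past the thresholds in all 4 lines after the combination, against 14 genes at a log2 fold change above 1 and 656 with no fold change threshold in the authors' deposited tables. Its mean normalized count went from 329 in DMSO to 102 in CHLA02, from 1513 to 436 in CHLA05, from 852 to 252 in CHLA06 and from 1855 to 235 in CHLA266. The log2 fold changes were -1.69 (standard error 0.17), -1.80 (standard error 0.07), -1.76 (standard error 0.10) and -2.98 (standard error 0.08) in the same order in the authors' deposited tables. Each single drug lowered PDK1 as well, to 68.9 after DAC and 70.3 after RG2833 in CHLA02 and to 514 and 781 in CHLA266. PDK1 belongs to a wider group of genes of hypoxia and glycolysis that fell. In the authors' deposited tables, 20 of 36 were lower and 10 higher after the combination in CHLA02, 29 and 3 in CHLA05, 23 and 8 in CHLA06, and 28 and 6 in CHLA266. Adjusted over the list alone, 20, 30, 23 and 29 were lower in the authors' deposited tables. HK2, the hexokinase that starts glycolysis, had a log2 fold change of -2.48 (standard error 0.09) in CHLA02, -1.84 (standard error 0.06) in CHLA05 and -2.68 (standard error 0.05) in CHLA266 in the authors' deposited tables. PFKFB4, which regulates the next committed step, fell from 4375 to 239 in CHLA266. In cameraPR the list fell in CHLA05 (adjusted p = 4.7e-97), CHLA06 (adjusted p = 3.1e-09) and CHLA266 (adjusted p = 4.5e-81) and did not pass in CHLA02 (adjusted p = 0.12). With the log2 fold change as statistic it no longer passed in CHLA06 (range 3.0e-08 to 0.31 over 4 alternatives) and passed in CHLA02 (range 0.0115 to 0.43).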

PDK1 is a downstream target of the PI3K/AKT pathway, a pathway which has been shown to be activated in cells that lack SMARCB1 activity and is implicated in ATRT tumorigenesis [9].

We also show by western blot that DAC and RG2833 increase the expression of Stimulator of Interferon Genes (STING) and Interferon Regulatory Factor 7 (IRF7) (Fig. 3g). STING is activated by cGAS during the detection of cytosolic nucleic acids, and its activation leads to the downstream upregulation of interferon stimulatory genes and type I interferons [24]. Additionally, IRF7 is a transcription factor that responds to foreign nucleic acids in the cell and activates type I interferons and other innate immune signaling pathways [38]. 

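IFITM3, an interferon-induced protein that blocks entry of viruses into cells, moved in different directions in the 4 lines. In CHLA06 its mean normalized count was 10.9 in DMSO, 266 after DAC, 9.74 after RG2833 and 489 after the combination. In CHLA02 it was 88.0, 1539.6, 27.3 and 269 in the same order, so that DAC raised it more than the combination and RG2833 lowered it, with log2 fold changes of 4.13 (standard error 0.14), 1.61 (standard error 0.15) and -1.69 (standard error 0.21) for DAC, the combination and RG2833 in the authors' deposited tables. It was abundant without treatment in CHLA05 (8673 in DMSO and 5944 after the combination) and CHLA266 (13342 and 11419), where its log2 fold change was -0.55 (standard error 0.03) and -0.22 (standard error 0.03) in the authors' deposited tables. The 4 fold changes differed between lines (Cochran's Q test, adjusted p = 5.9e-159).
IFITM1, a paralog at the cell surface, went from 0.570 to 218 in CHLA06 and from 29078 to 11050.4 in CHLA266, and IFITM2 from 2.28 to 221 in CHLA06 and from 6311 to 2649 in CHLA02. The 3 genes are similar in sequence and may share reads, so that single values are uncertain. IRF7, a transcription factor of the interferon response, went from 5.17 to 149 after DAC and 58.4 after the combination in CHLA02 and from 18.6 to 314 and 167 in CHLA05, while in CHLA06 it stood at 184 in DMSO and 169 after the combination.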

We also confirm the upregulation of IFITM3 at the protein level in CHLA02 and CHLA06, the two cell lines that had upregulation at the RNA-seq level (Supplementary Fig. 5d).

Taken together, we corroborate the previous finding that decitabine can upregulate gene pathways that are seen with SMARCB1 reactivation. We also demonstrate that the combination of DNMTI, decitabine, and the HDACi, RG2833, induces profound upregulation of genes that are under the regulation of PRC2 and bivalent promoters. 

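Cancer testis antigen genes, normally silent outside the germline, rose in all 4 lines and so in both subgroups. After the combination, 45 of 48 tested were higher in CHLA02, 33 of 37 in CHLA05, 35 of 39 in CHLA06 and 36 of 43 in CHLA266, and none was lower, in the authors' deposited tables (45, 33, 36 and 37 adjusted over the list alone). DAC alone raised 40 of 46, 30 of 35, 29 of 36 and 36 of 43 of them in the authors' deposited tables, whereas RG2833 alone raised 2, 0, 4 and 0. The list stood above other genes in cameraPR after the combination at adjusted p = 1.0e-04 in CHLA02, 9.8e-07 in CHLA05, 0.00265 in CHLA06 and 1.7e-07 in CHLA266. In CHLA06 it did not pass at a correlation of 0.05 or on genes with a base mean above 50 (range 6.1e-77 to 0.0769 over 4 alternatives). PRAME, an antigen of melanoma and other tumors, went from a mean normalized count of 14.1 in DMSO to 907 after DAC and 1193 after the combination in CHLA05, and was already at 2819.9 and 1247 in DMSO in the ATRT-MYC lines. MAEL, a germ cell protein that restrains transposons, went from 0.167 to 252 in CHLA02 and from 0.925 to 88.7 in CHLA266. PRAMEF4 reached 178 in CHLA06 and 115 in CHLA266, but the genes of its family share reads. No pair of lines passed the test of the difference between lines for the list, with the lowest adjusted p at 0.31.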

We also show upregulation of CTAs, genes related to interferon signaling, interferon induced transmembrane proteins, and HLA genes across individual samples and subgroups (ATRT-MYC and ATRT-SHH). It also leads to increased expression of relevant immunotherapy targets such as *PD-L1, LAG-3*, and *CD40*. 

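Immune checkpoint and immunotherapy target genes rose in part in each line. Of those tested, 18 of 28 were higher and 2 lower after the combination in CHLA02, 11 and 4 of 23 in CHLA05, 12 and 3 of 22 in CHLA06, and 14 and 2 of 24 in CHLA266 in the authors' deposited tables. Adjusted over the list alone, 18, 12, 13 and 14 were higher in the authors' deposited tables. The list passed cameraPR in CHLA05 (adjusted p = 0.0205) and CHLA266 (adjusted p = 0.00874), and had adjusted p = 0.0761 in CHLA02 and 0.0649 in CHLA06. No line keeps its side in every alternative: the adjusted p ran from 0.0012 to 0.13 in CHLA05 and 0.0013 to 0.0702 in CHLA266, both lost at a correlation of 0.05 and CHLA05 on genes with a base mean above 50 as well, and from 0.0107 to 0.24 in CHLA02 and 2.8e-04 to 0.22 in CHLA06, both of which passed with ranks and with the log2 fold change. CD24, a signal that restrains macrophages, rose in all 4 lines, with log2 fold changes of 4.97 (standard error 0.15) in CHLA02, 2.23 (standard error 0.15) in CHLA05, 1.34 (standard error 0.28) in CHLA06 and 2.88 (standard error 0.16) in CHLA266 in the authors' deposited tables. CD248, a surface protein of stromal and tumor cells, went from a mean normalized count of 5.76 in DMSO to 209 after DAC and 139 after the combination in CHLA02. CD44, a receptor for hyaluronan, went from 43.3 to 211 after RG2833 and 238 after the combination in CHLA06. NECTIN4 (listed as PVRL4), the target of an antibody-drug conjugate, rose from 11.7 to 130.2 in CHLA05.

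**Figure D3:**
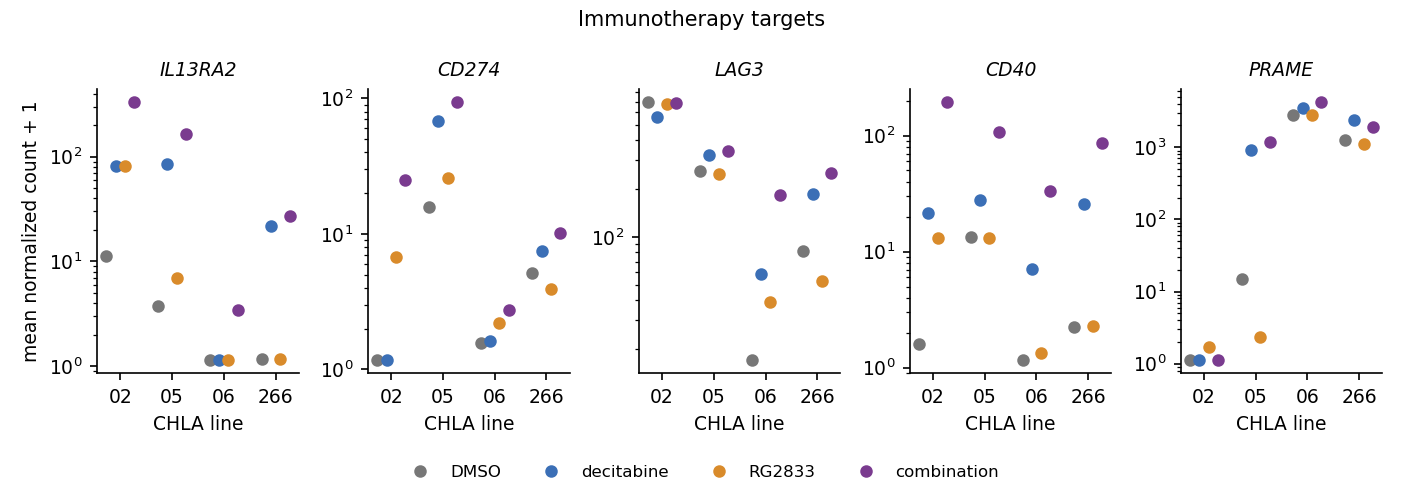
Mean normalized count plus 1 (log y axis) of 5 immunotherapy target genes in each cell line (x axis), with 1 point per group rebuilt from the authors' deposited tables. CD40 is highest after the combination in each line, and LAG3 has its lowest DMSO point in CHLA06 (15.9).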

Further work in immunocompetent in vivo models will be necessary to assess whether this upregulation in neoantigens, HLA genes, and innate immune signaling pathways can be leveraged to improve antitumor immune responses.

### Decitabine and RG2833 treatment leads to re-expression of *CDKN2A* and synergistically reduce cell viability

We next evaluated the effects of DAC and RG2833 on the expression of *CDKN2A.* It has been shown in other cancers that demethylation at the *CDKN2A* promoter can reverse the downregulation commonly seen in cancers lacking *CDKN2A* deletion [8, 35]. Figure 4a contrasts the dMML tracks of primary ATRT samples versus normal (showing CDKN2a hypermethylation), with dMML of ATRT cell lines treated with decitabine vs. DMSO vehicle (showing profound hypomethylation of the same region). Accordingly, RNA-Seq data confirm CDKN2a re-expression by DAC/RG2833 treatment in all cell lines (Fig. 4b). 

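CDKN2A was expressed at a low level without treatment and rose with the treatments in all 4 lines. In CHLA02 its mean normalized count was 106 in DMSO, 245 after DAC, 437 after RG2833 and 714 after the combination. In CHLA05 it was 122, 294, 142 and 352 in the same order, in CHLA06 26.3, 75.8, 177 and 192, and in CHLA266 89.2, 339, 149 and 599. DAC alone gave a log2 fold change of 1.21 (standard error 0.14) in CHLA02, 1.27 (standard error 0.13) in CHLA05, 1.53 (standard error 0.23) in CHLA06 and 1.93 (standard error 0.14) in CHLA266 in the authors' deposited tables. RG2833 alone gave 2.04 (standard error 0.14) in CHLA02 and 2.75 (standard error 0.22) in CHLA06, more than DAC, and 0.22 (standard error 0.14) in CHLA05 (adjusted p = 0.22 from DESeq2) and 0.74 (standard error 0.15) in CHLA266, less than DAC, in the authors' deposited tables. The neighbor CDKN2B, which encodes the inhibitor p15, went from 25.8 to 331 after RG2833 and 351 after the combination in CHLA02. CDKN1A, which encodes p21, had a log2 fold change after the combination of 2.25 (standard error 0.08) in CHLA02, 0.81 (standard error 0.04) in CHLA05, 1.09 (standard error 0.04) in CHLA06 and 2.10 (standard error 0.04) in CHLA266 in the authors' deposited tables. Of 7 CDK inhibitor genes, 4 were higher and 1 lower in CHLA02, 3 and 4 in CHLA05, 2 and 3 in CHLA06, and 4 and 2 in CHLA266 after the combination in the authors' deposited tables, with the same counts adjusted over the list alone. In cameraPR the list passed in CHLA02 (adjusted p = 0.00515) and CHLA266 (adjusted p = 2.2e-06) and not in CHLA05 (adjusted p = 1.00) or CHLA06 (adjusted p = 0.49). Both passes were lost with ranks and with the log2 fold change as statistic (range 0.0127 to 0.79 and 5.7e-06 to 0.39 over 4 alternatives).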

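Against the stronger single drug, the combination raised CDKN2A further in CHLA02 and CHLA266, while in CHLA05 and CHLA06 the difference did not pass. In CHLA02 the combination exceeded RG2833 alone by 0.71 on the log2 scale (standard error 0.19, adjusted p = 0.0011 in the normal test of the difference over all genes with a base mean above 50). It exceeded DAC alone by 0.82 in CHLA266 (standard error 0.20, adjusted p = 2.2e-04 in the same normal test). In CHLA05 it stood 0.26 above DAC alone (standard error 0.18, adjusted p = 0.31 in the normal test), and in CHLA06 0.12 above RG2833 alone (standard error 0.31, adjusted p = 0.77 in the normal test). Set against the weaker single drug, CDKN2A was higher after the combination by 1.54 (standard error 0.20) in CHLA02, 1.31 (standard error 0.19) in CHLA05, 1.34 (standard error 0.32) in CHLA06 and 2.01 (standard error 0.20) in CHLA266. The combination fell short of the sum of the 2 single-drug changes of CDKN2A in CHLA06, with a difference of -1.41 on the log2 scale (standard error 0.38, adjusted p = 0.00131 in the normal test), and its difference from the sum did not pass in CHLA05 and CHLA266. In CHLA02 the shortfall did not pass with summed errors (adjusted p = 0.085 in the normal test) and passed with the error reduced by the DMSO part (adjusted p = 0.0159, the 1 alternative). Between lines, the fold change of CDKN2A after the combination differed (Cochran's Q test, adjusted p = 1.8e-13), with the smallest value in CHLA05.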

In all cell lines, *CDKN2A* expression is highest in the combination treatment. We confirmed treatment-induced CDKN2A re-expression at the protein level (Fig. 4c).

Since DAC/RG2833 treatment induced re-expression of CDKN2A in addition to restoration of pathways similarly re-expressed with *SMARCB1* knock-in, we investigated the effect of this combination treatment on cell viability. We evaluated sensitivity of three ATRT cell lines, CHLA02, CHLA05, and CHLA06, to varying concentrations of decitabine or vehicle, followed by RG2833 or vehicle, assessing viability by flow cytometry. Synergy between the two agents was evaluated using the Bliss synergy score, with a score above 10 considered synergistic [23]. The scores for CHLA02, CHLA05, and CHLA06 were 27.207, 22.859, and 13.773, respectively, suggesting that decitabine and RG2833 are highly synergistic in combination (Fig. 4d). Given large-scale gene expression changes between control and DAC/RG2833 combination treatments, it is likely that the synergistic reduction in cell viability results from effects on multiple targets rather than re-expression of a single gene or pathway, but further studies to investigate the mechanism of this synergy will be necessary.

## Discussion

Despite the low mutational burden of ATRT aside from SMARCB1 loss, there is extensive intertumoral heterogeneity in gene expression profiles and chromatin landscapes, and 3 distinct disease subgroups [27]. We sought to apply a novel analysis pipeline to WGBS of primary ATRT patient samples to evaluate stochastic DNA methylation variation in individual ATRT methylomes and across ATRT subgroups. Since DNA methylation variability can underlie phenotypic plasticity and intratumoral heterogeneity, this analysis fills a gap in our understanding of ATRT biology. We find broad changes in mean methylation and methylation entropy between subgroups, but also common focal alterations, such as elevated mean methylation and entropy over bivalent promoters.

Bivalent promoters can be dually occupied by the activating H3K4me3 mark and the repressive H3K27me3 mark. SMARCB1 acts antagonistically towards PRC2, the complex that deposits the H3K27me3 mark, and so loss of SMARCB1 can lead to unchecked activity of PRC2. Further work is needed to clarify the mechanisms by which aberrant PRC2 activity in the absence of SMARCB1 contributes to locally altered methylation entropy at these regions [55]. 

Genes exhibiting altered methylation stochasticity in ATRT were highly enriched for targets of PRC2 and bivalent promoters. Highly stochastic genes were also enriched for gene sets related to organ morphogenesis, differentiation, and the nervous system. Given that ATRT is an undifferentiated embryonal tumor, it is plausible that pathways related to differentiation and morphogenesis are under the regulation of stochastic methylation patterns. Additionally, we show that methylation stochasticity is highest over cell cycle regulators and known drivers of ATRT, including the *HOXD* cluster, *OTX2*, and *LIN28a* [27, 54]. This suggests that known drivers of oncogenesis are under plastic methylation regulation, affording the opportunity for distinct transcriptional regulation.

Additionally, our rJSD analysis identifies genes that have high methylation stochasticity, but do not differ significantly in their mean levels of methylation. Such genes would be missed by conventional analysis methods focused solely on mean methylation [26]. Prior work has shown that JSD is not always concordant with absolute values of dMML, and use of JSD rather than mean methylation leads to improved identification of differentially methylated genes [30]. Additionally, integration of WGBS and single-cell data sets have previously shown that high methylation entropy, rather than mean methylation, is correlated with cell-to-cell gene expression variability in cancer and developmental contexts [17, 30]. It is interesting that these analyses identify enrichments for genes in differentiation pathways, given that cancer encounters a block to normal lineage determination. This suggests a model in which cells are variably sampling expression states of key genes related to stemness, and this variability is modulated by DNA methylation patterning. Further single-cell work will be needed to determine if this relationship between methylation entropy and gene expression variability also holds true for ATRT. Though high methylation entropy has been reported as a mechanism of transcriptional plasticity in cancer and development, further studies are also necessary to elucidate the link between altered epigenetic drivers such as SMARCB1 loss and downstream changes in methylation entropy.

Following our molecular characterization of the ATRT methylome, we then assessed the responsiveness of 4 ATRT cell lines, CHLA02, CHLA05, CHLA06, and CHLA266, to pharmacologic modulation of the epigenome. We were interested in investigating the efficacy of decitabine given that our data from the primary patient samples suggested that there are genome-wide perturbations in methylation patterns in ATRT that also map focally onto bivalent promoters, genes under the regulation of PRC2, and genes that are known drivers of ATRT. Many of these key focal perturbations involve hypermethylation, which we hypothesized would be sensitive to hypomethylation with decitabine. We demonstrate with WGBS that DAC can hypomethylate ATRT cell lines globally and focally at key regulatory regions, such as bivalent promoters and certain enhancer classes. We did not investigate pharmacological manipulation of the epigenome in an ATRT cell line of the tyrosinase subgroup. Our WGBS analysis of our primary patient samples shows that ATRT-TYR is hypermethylated globally, and this pattern persists at local regulatory regions, such as bivalent promoters, and PRC2-dependent genes. Given this, we hypothesize that ATRT-TYR cell lines will also be sensitive to pharmacological manipulation of their epigenome, similar to ATRT-MYC and ATRT-SHH.

We next assessed how the addition of the HDACi, RG2833, would affect gene expression in combination with decitabine. This combination was motivated by previous reports that ATRT has aberrant H3K27ac downstream of SMARCB1 inactivation, that is met with elevated DNA methylation over these sites, and that hypomethylation and hyperacetylation can elicit innate immune signaling in other tumor types [5, 15, 31]. Here, we report that DAC and RG2833 potently increase immune signaling in ATRT cell lines, with induction of STING/interferon pathways, CTAs, and HLA related genes. Given very low MHC class I expression in ATRT, the finding that DNMTi and HDACi induce upregulation of HLA class I genes across subtypes may be highly relevant to future studies. Interestingly, we also noted profound upregulation of *VCX3A*, which has been reported to regulate the expression of HLA molecules in diffuse midline glioma [10].

Additionally, our combination therapy also led to the reactivation of numerous cell surface molecules, such as *CD40* and *PD-L1,* at the mRNA level that are targets of existing clinical trials in ATRT. Previous clinical trials using PD-L1 blockade monotherapy in ATRT were terminated due to low efficacy, and new clinical trials are aimed at combining PD-L1 blockade with TIGIT blockade [43] (NCT05286801). Our findings suggest that a strategy employing epigenetic pre-treatment prior to immunotherapy in ATRT has promise and warrants further preclinical investigation using immunocompetent in vivo models. 

We also report here that dual treatment with the DNMTi, decitabine, and the HDACi, RG2833, leads to the re-expression of the tumor suppressor, CDKN2A, at the mRNA and protein level. Interestingly, synergistic reactivation of *p16* has been demonstrated using decitabine and an HDACi, such as trischostatin A (TSA), in other cancers, including head and neck squamous cell carcinoma (HNSCC) [3, 6]. In HNSCC, for example, there was moderate increase in H3K27ac at the promoter with decitabine alone and only a slight increase in histone acetylation ahead of the *CDKN2A* promoter with TSA alone, but a striking increase when TSA and decitabine were used in combination. This supports the hypothesis that reduced CpG methylation may be necessary for histone acetylation at the *CDKN2A* promoter leading to re-expression of silenced *CDKN2A*. The finding that demethylation is necessary for effective hyperacetylation by HDACi was also reproduced more recently in lung cancer models, in the context of inducing de novo transcription from cryptic transcription start sites [2]. It is possible that an analogous mechanism applies to ATRT, whereby drug-induced DNA hypomethylation promotes acetylation by HDAC inhibitors at promoters of genes silenced in ATRT cells. Further work assessing distribution of the H3K27ac mark would be necessary to clarify this mechanism in ATRT.

Additionally, we corroborated findings from Graf et al. based on data generated by Wang et al. that decitabine, here in combination with RG2833, leads to the upregulation of gene sets that are also upregulated upon wild-type SMARCB1 introduction in rhabdoid tumors [22, 53]. We also show reactivation of genes under the regulation of bivalent promoters and PRC2. We hypothesize that re-expression of tumor suppressor genes and genes that are normally silenced by SMARCB1 inactivation act contribute to reduced cell viability.

Taken together, we provide promising evidence that the highly disordered DNA methylome of ATRT is responsive to epigenetic therapies, leading to dramatic alterations in gene expression including the reactivation of innate immune system pathways, tumor suppressors, and SMARCB1 dependent pathways. In vivo experiments will be required to validate the efficacy of this combination for ATRT. Encouragingly, flank tumors of malignant rhabdoid tumor have responded favorably to decitabine treatment, suggesting the potential of hypomethylating agents for rhabdoid tumor [22]. Importantly, however, these experiments were conducted using immunocompromised mouse models, and so we hypothesize that the reduction in tumor volume will be augmented in an animal model with an intact immune system, given the prominent upregulation of innate immune signaling reported here. Our findings support a compelling hypothesis that immune modulation by epigenetic therapy can enhance ATRT antitumor immunity, providing strong rationale for future studies in immunocompetent models.

## Supplementary Information

Supplementary Material 1. Figure 1. WGBS analysis for clinically diagnosed ATRT primary patient samples over core genomic regions. A) Box-plots depicting differential MML (dMML) (left), differential NME (dNME) (middle), and Jensen-Shannon distance (JSD) (right) observed for normal-1/ATRT-883 (top), normal-1/ATRT-884 (middle), and normal-1/ATRT-900 (bottom) comparisons genome-wide, and within CpG islands, CpG shores, CpG shelves, CpG open seas, gene bodies, exons, introns, and intergenic regions. Center line is the media, box is the IQR and whiskers are 1.5 x IQR. B) Boxplots of dMML (left), dNME (center), JSD (right) for 25 ChromHmm genomic annotations in ATRT-884 (top) and ATRT-900 (bottom). Center line is the media, box is the IQR and whiskers are 1.5 x IQR. C) Smoothed MML (top) and NME (bottom) over genomic regions +/- 2kb from bivalent promoters for control (blue) and ATRT samples (pink) for ATRT-883 (top), ATRT-884 (middle), and ATRT-900 (bottom).

Supplementary Material 2. Figure 2. WGBS analysis for decitabine treated ATRT patient-derived cell lines over core genomic regions. A) Boxplots of genome-wide NME in DMSO (pink) and DAC (blue) for 4 ATRT cell lines: CHLA02, CHLA05, CHLA06, and CHLA266. Center line represents the median, box is the interquartile range (IQR), and whiskers are 1.5 x IQR. B) Line plots showing MML (top) and NME (bottom) for DMSO (blue) and DAC (pink) +/- 2 kb from the TSSs genome-wide in CHLA02. C) Boxplots showing dMML (left), dNME (middle), and JSD (right) observed for DMSO/DAC comparisons across 12 ChromHmm annotation sites in CHLA02, CHLA05, CHLA06, and CHLA266 (bottom).

Supplementary Material 3. Figure 3. Clustering of ATRT cell lines after treatment with hypomethylating and hyperacetylating agents. PCA plots of CHLA02 (top left), CHLA05 (top right), CHLA06 (bottom left) and CHLA266 (bottom right) following treatment with DMSO (blue circles), RG2833 (purple cross), decitabine (green square), and combination treatment (orange triangle)

Supplementary Material 4. Figure 4. Heatmaps of ATRT cell lines after treatment with DAC and RG2833. Heatmaps from figure 3b reshown with the gene names listed. Depicts the top 150 most differentially expressed genes in 4 ATRT cell lines: CHLA02, CHLA05, CHLA06, and CHLA266). Treatment order is as follows from left to right: DMSO, 5µM RG2833, 100 nM DAC, combination). All heat maps are divided into 5 clusters. Red, upregulated; blue, downregulated.

Supplementary Material 5. Figure 5. Gene Enrichments in ATRT cell lines after treatment with decitabine and RG2833. A) Top 4 Gene Ontology enrichments from GOrilla in CHLA02, CHLA05, and CHLA266 for all genes upregulated in combination treatment relative to DMSO. All enrichments were significant (gene ontology = y-axis; -log10(p-value) = x-axis). B) “WANG_SMARCE1_TARGETS_UP” enrichments from GSEA for 2 ATRT cell lines: CHLA02 and CHLA05 (cell line, y-axis; -log10(p-value), x-axis). C) “NUYTTEN_EZH2_TARGETS_UP” enrichments from GSEA for all 4 ATRT cell lines: CHLA02, CHLA05, CHLA06, and CHLA266 (cell line, y-axis; -log10(p-value), x-axis). D) Western blots of IFITM3 protein expression in CHLA02 (left) and CHLA06 (right), from the same experiment as presented in figure 4c. GAPDH is repeated here as the loading control. Treatment conditions from left to right are: DMSO, 5 µM RG2833, 100 nM DAC, combination.

Supplementary Material 6.

Supplementary Material 7.

Supplementary Material 8.

Supplementary Material 9.

Supplementary Material 10.

Supplementary Material 11.

## Data Availability

The datasets generated in the current study are available in the Gene Expression Omnibus and Sequence Read Archive repositories, with accession numbers GSE301410 (WGBS data), GSE301405 (RNA-seq data), GSE301412 (WGBS data).

# Supplementary material for: Disordered DNA methylation leads to targetable transcriptional plasticity in ATRT
**Source:** Acta Neuropathol Commun. 2025 Dec 17;14:22. doi: 10.1186/s40478-025-02173-y

CHLA02

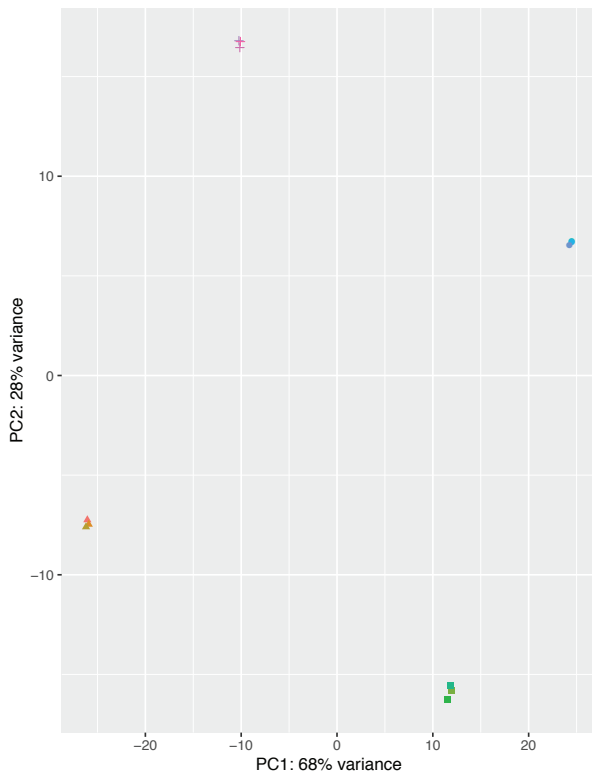

CHLA05

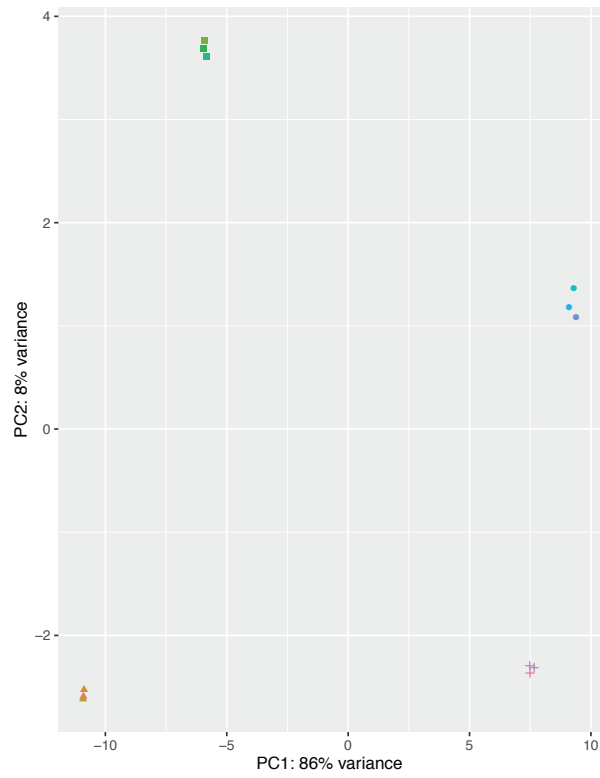**Treatment**

- DMSO
- + RG
- DAC
- ▲ COMB

**Sample**

- DMSO - 1
- DMSO - 2
- DMSO - 3
- RG - 1
- RG - 2
- RG - 3
- DAC - 1
- DAC - 2
- DAC - 3
- COMB - 1
- COMB - 2
- COMB - 3

CHLA06

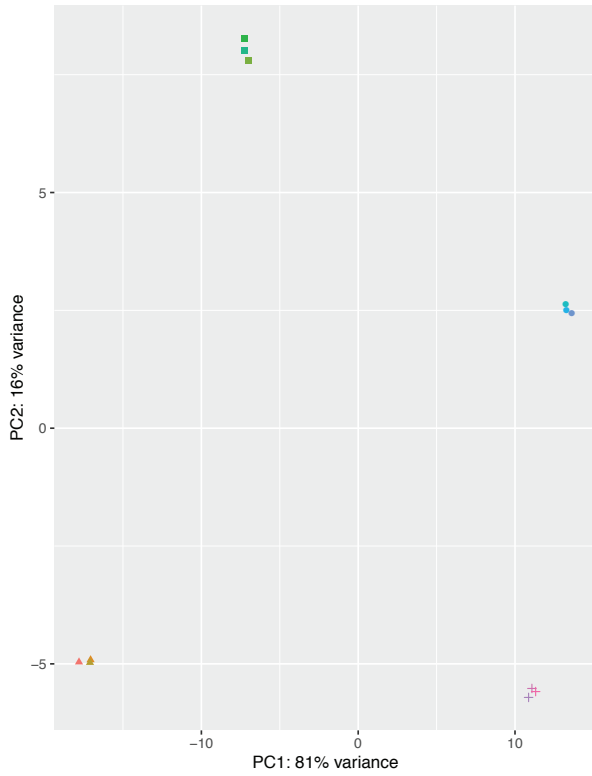

CHLA266

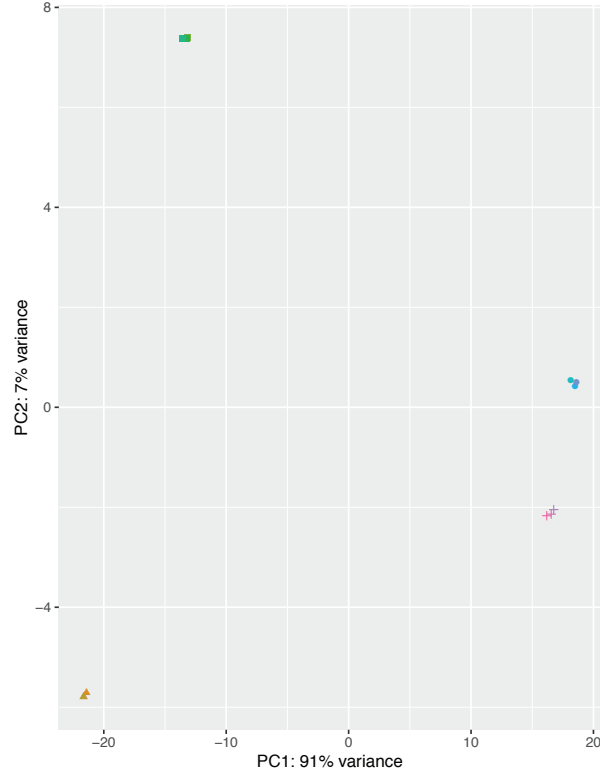

**Supplement:** Supplementary file 3 — Supplementary Material 3. Figure 3. Clustering of ATRT cell lines after treatment with hypomethylating and hyperacetylating agents. PCA plots of CHLA02 (top left), CHLA05 (top right), CHLA06 (bottom left) and CHLA266 (bottom right) following treatment with DMSO (blue circles), RG2833 (purple cross), decitabine (green square), and combination treatment (orange triangle)

# Supplementary material for: Disordered DNA methylation leads to targetable transcriptional plasticity in ATRT
**Source:** Acta Neuropathol Commun. 2025 Dec 17;14:22. doi: 10.1186/s40478-025-02173-y

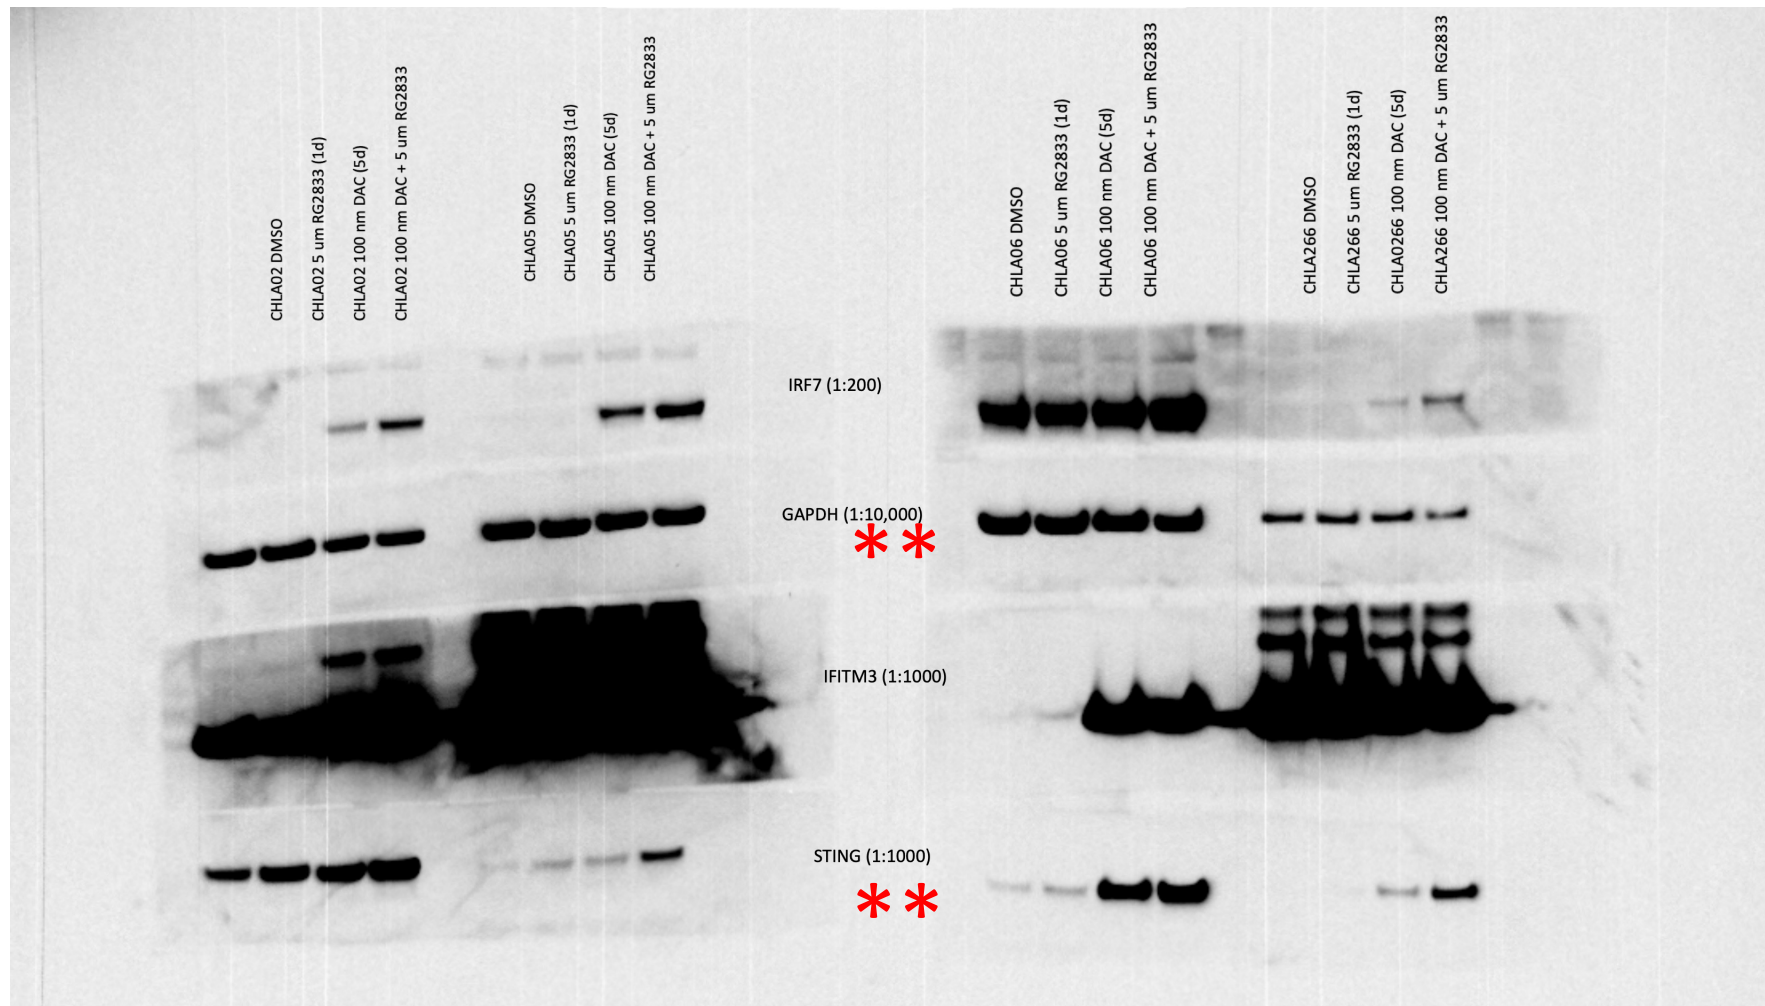

Supplementary file. Full uncropped Western blot images.

In all cases, blots were cut prior to application of primary antibody.

- \* Related to Figure 3
- \* Related to Figure 4
- \* Related to Figure S5

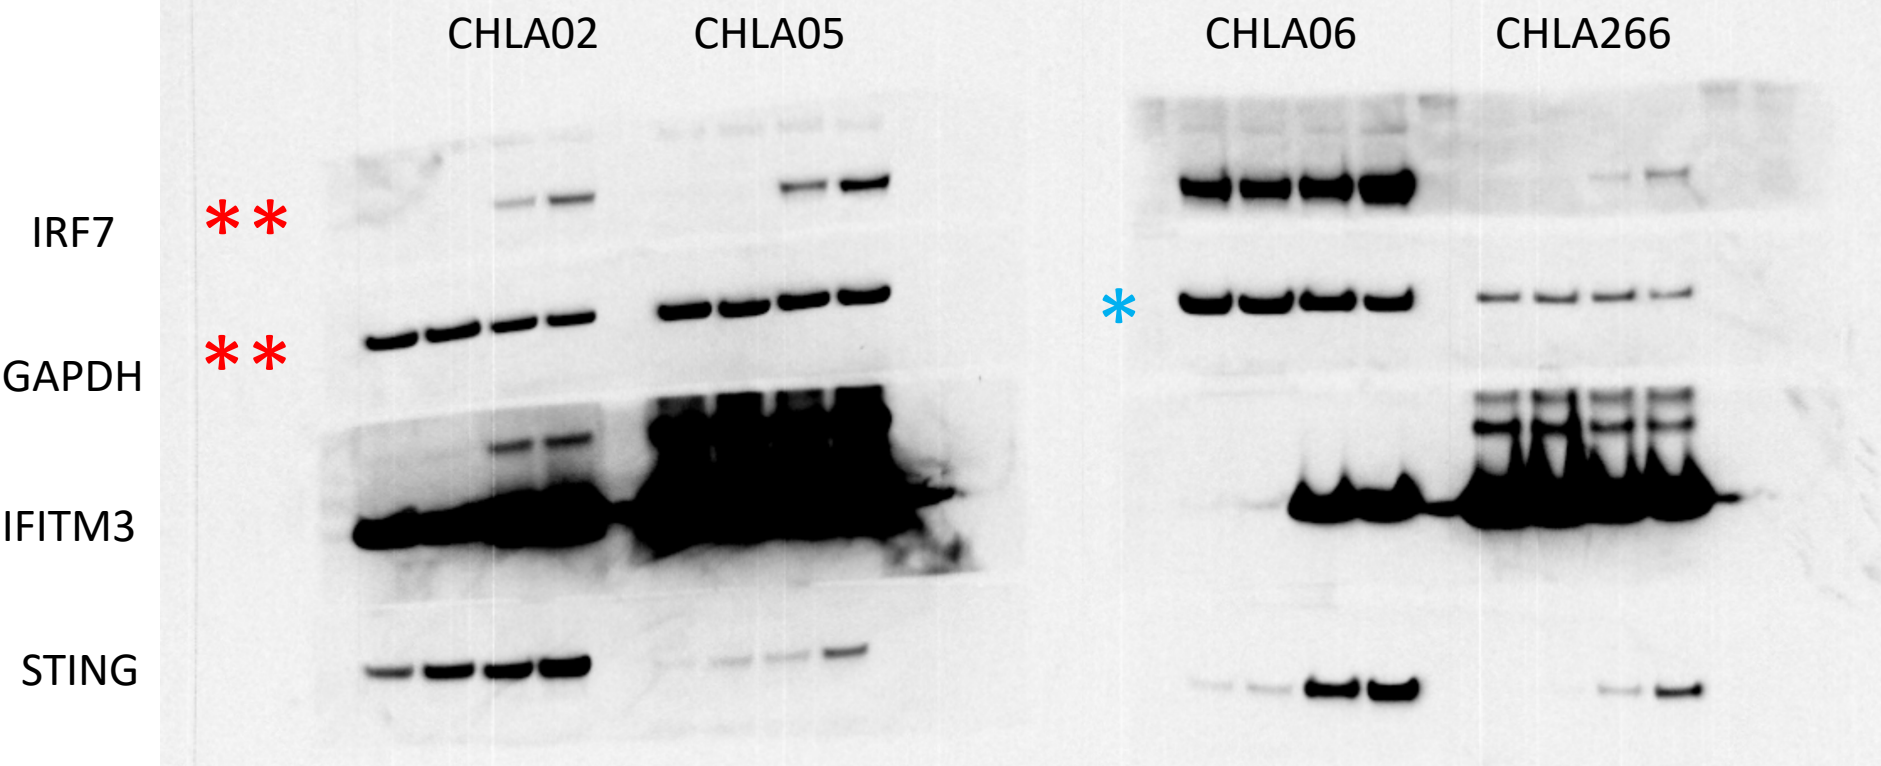

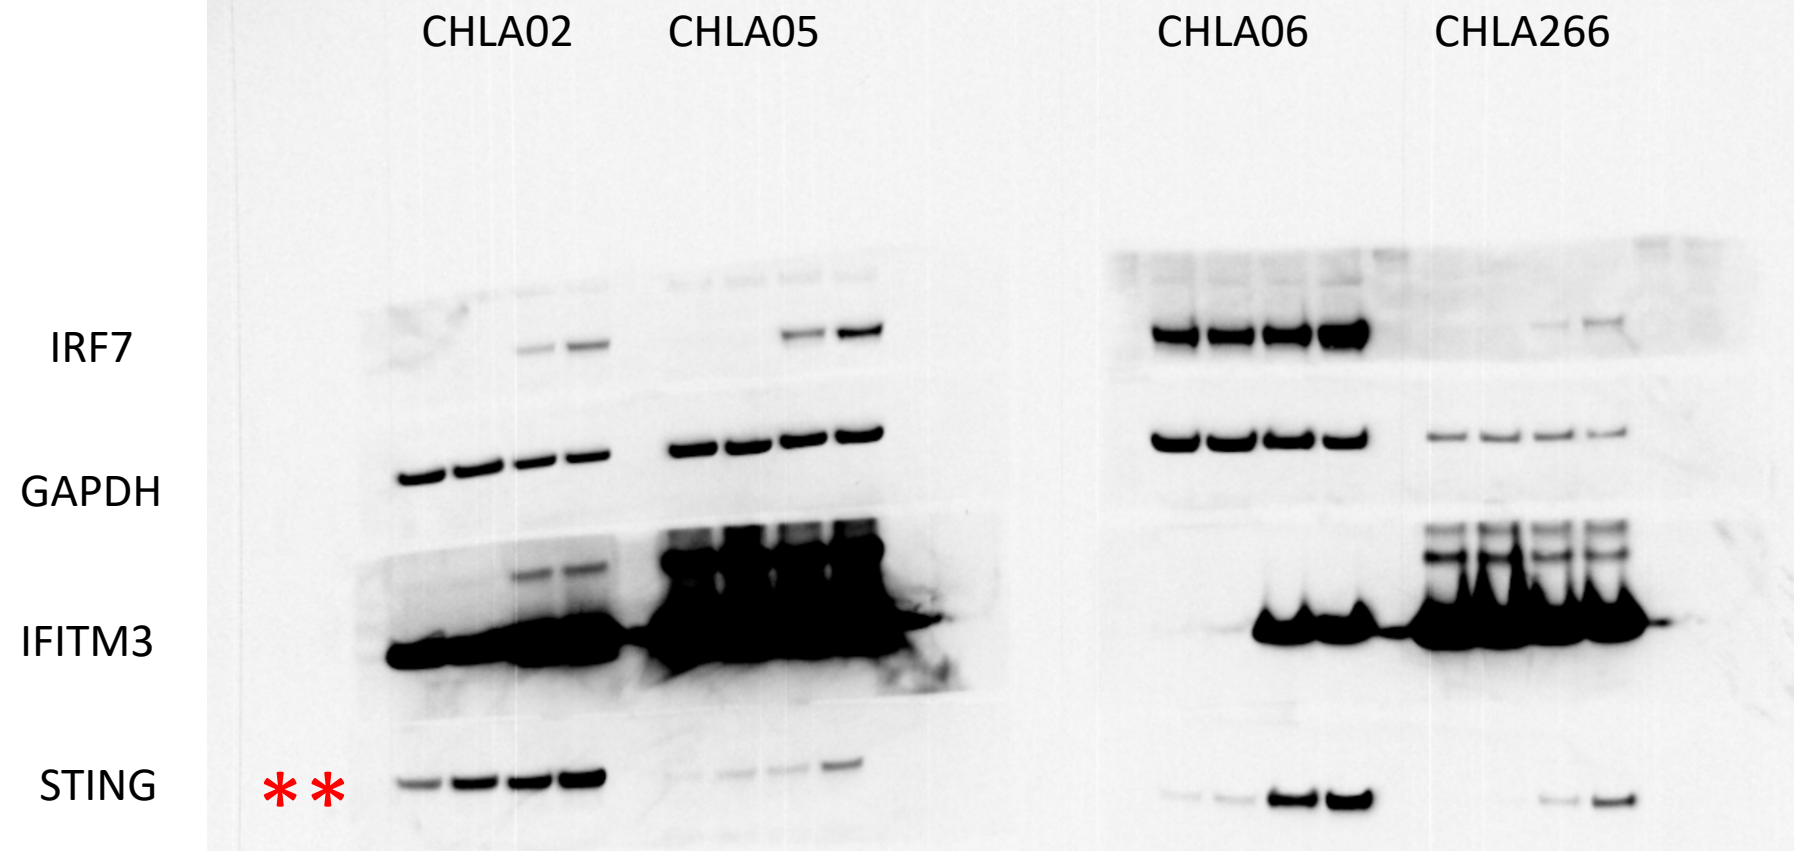

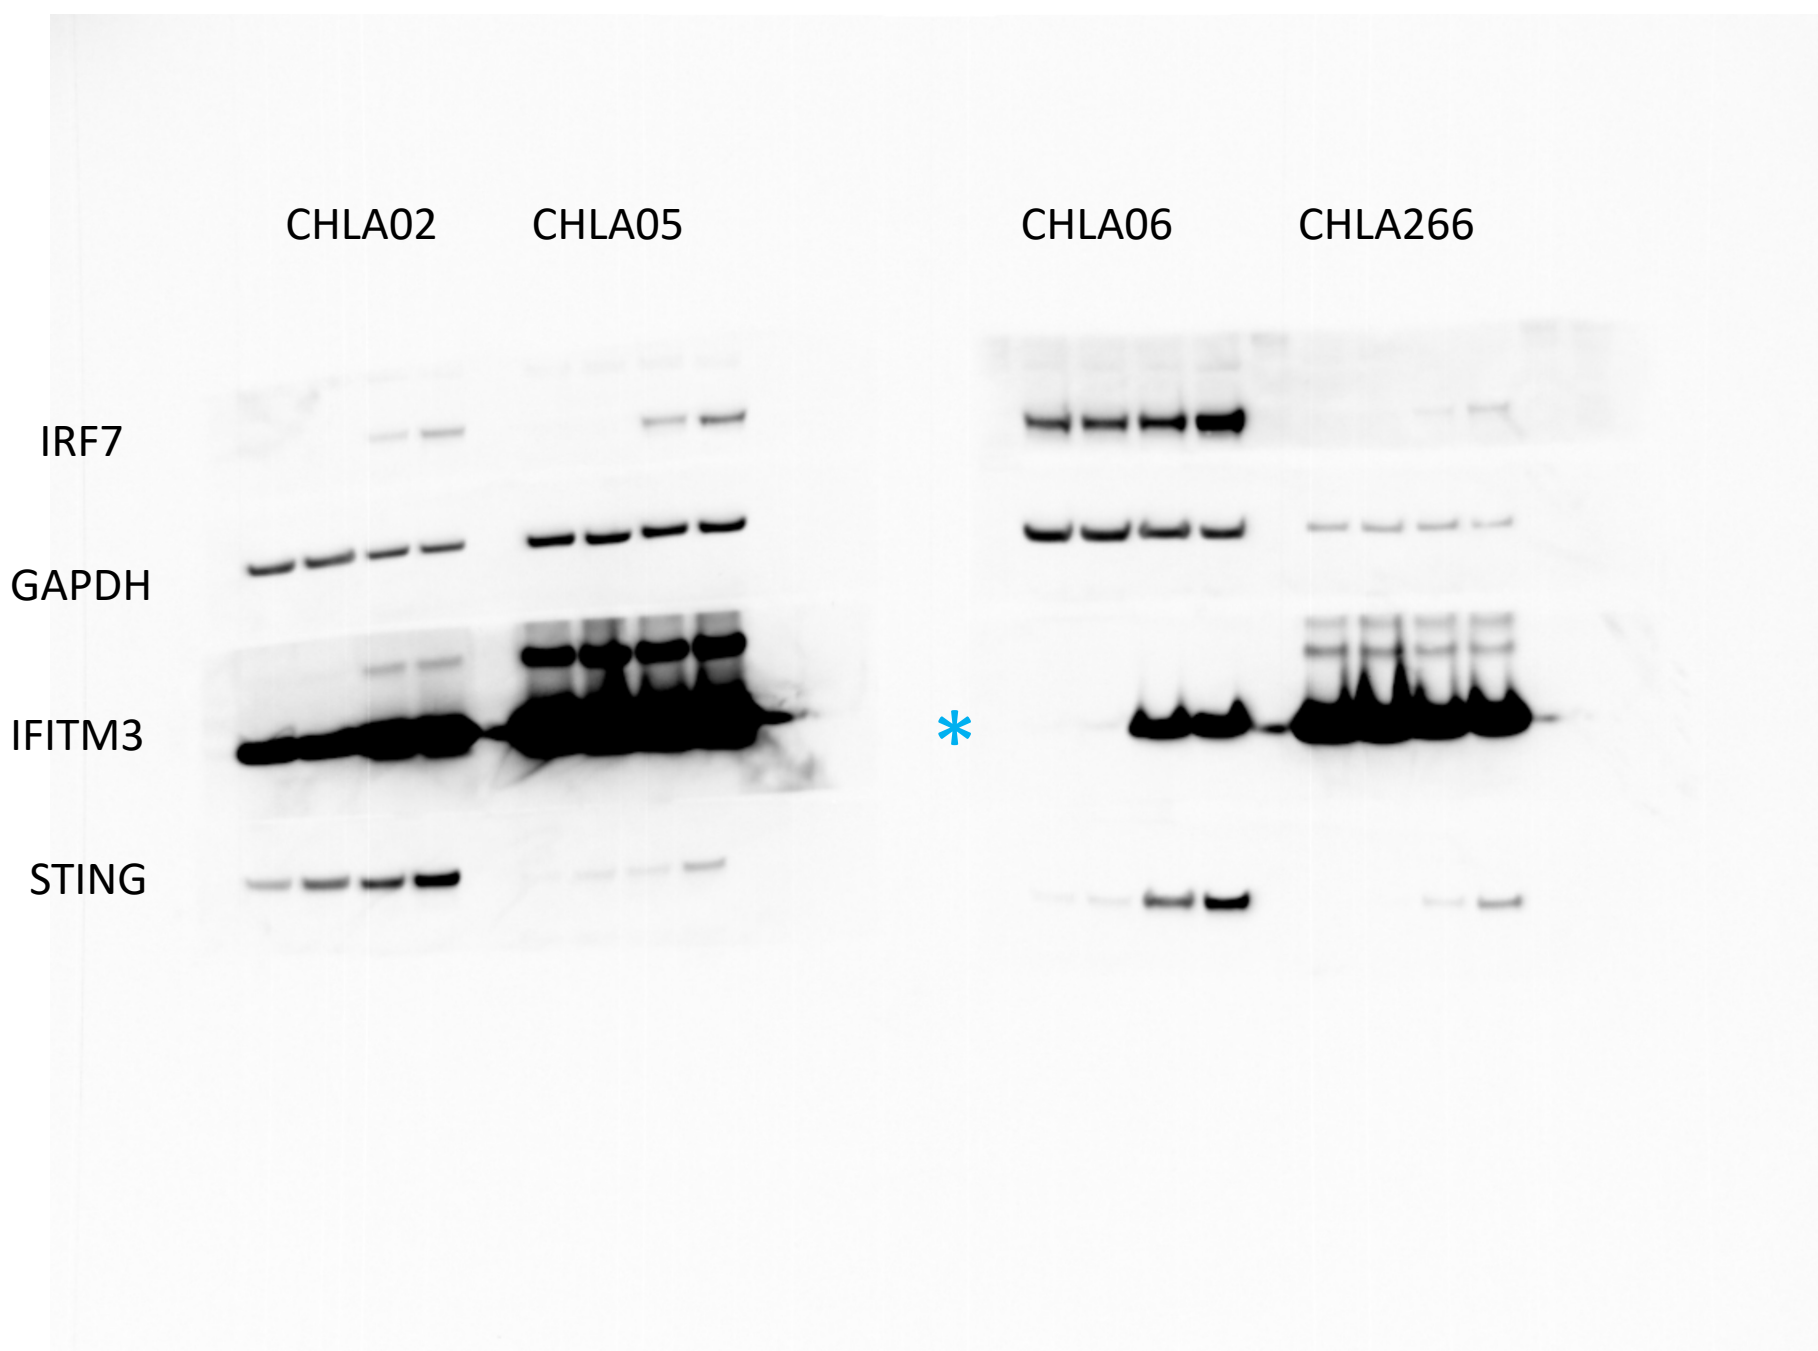

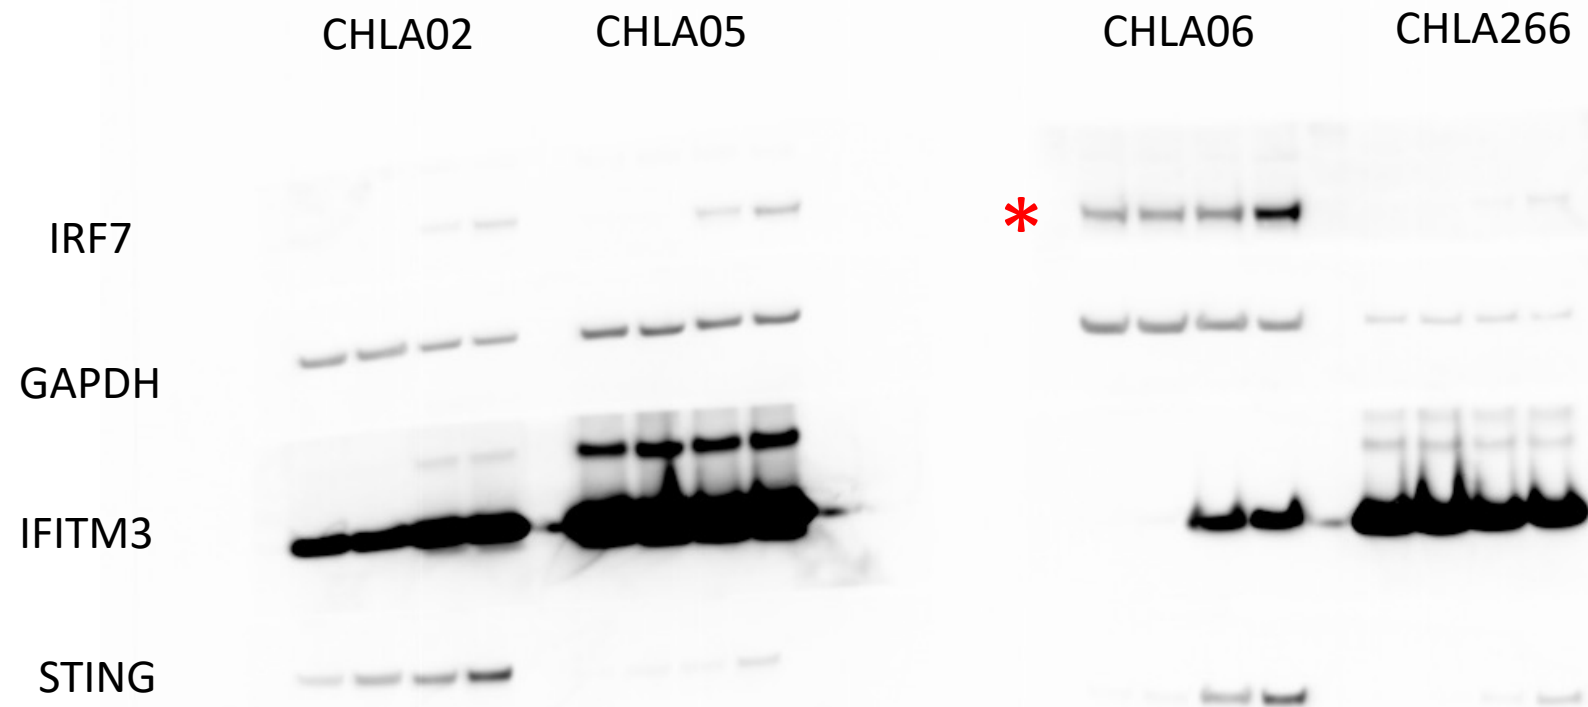

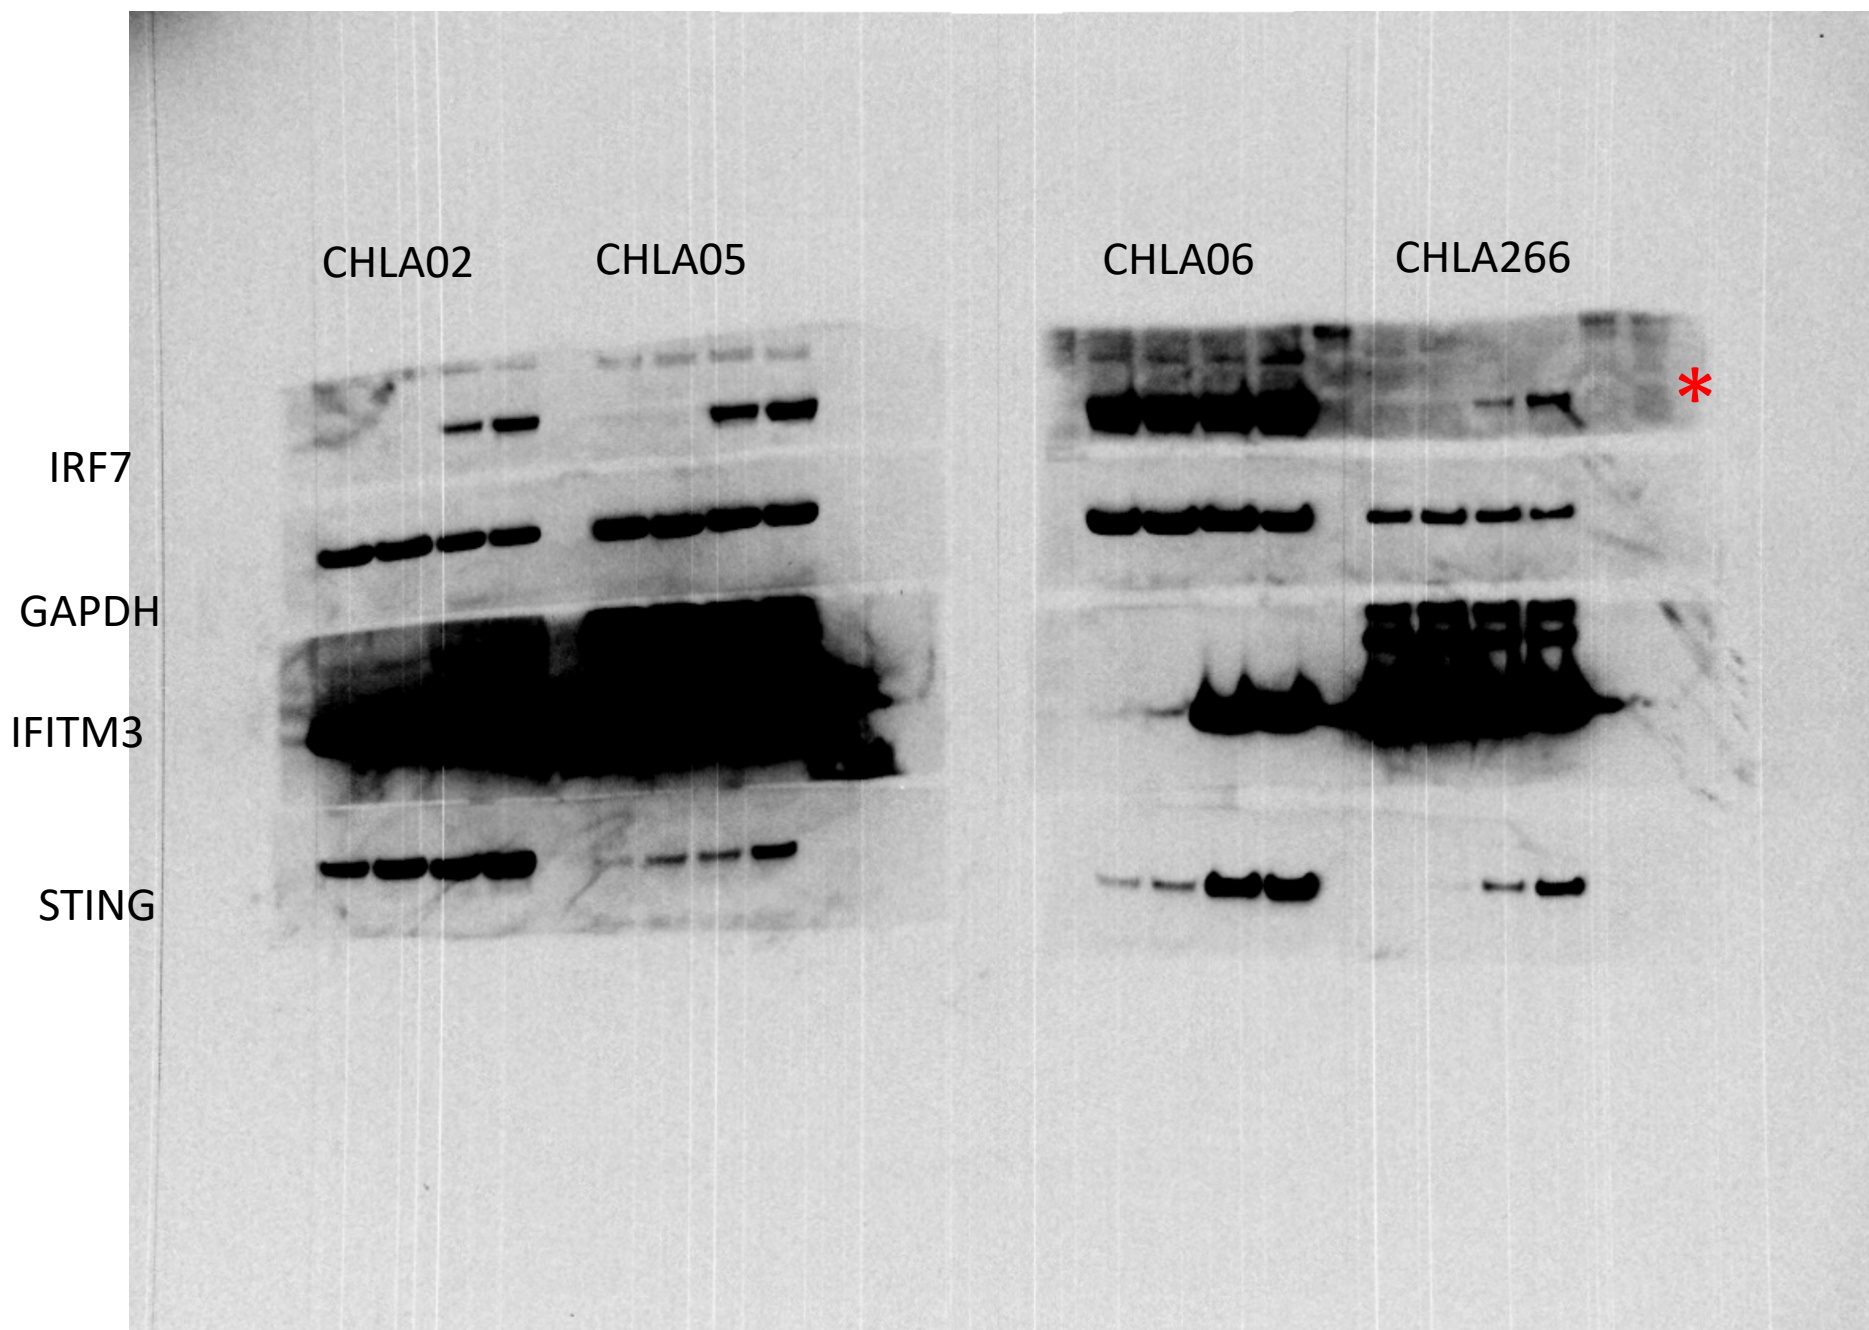

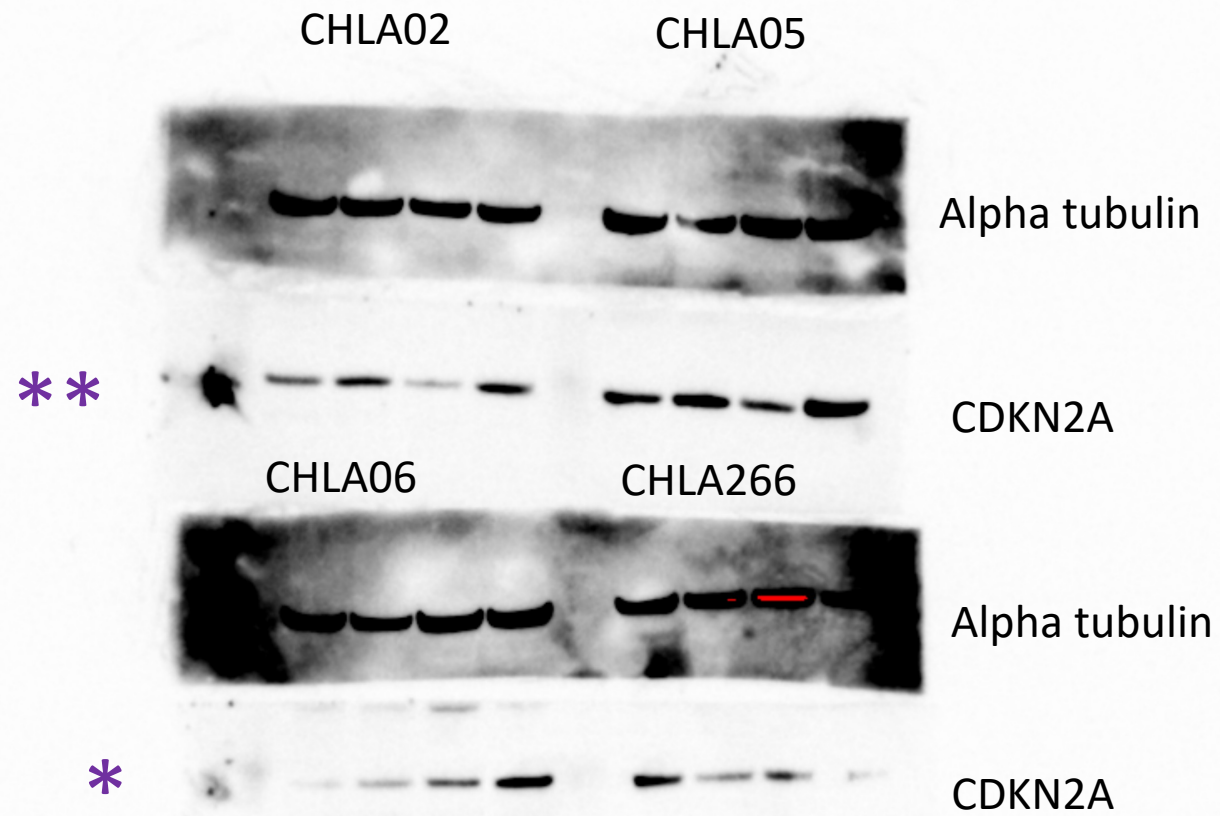

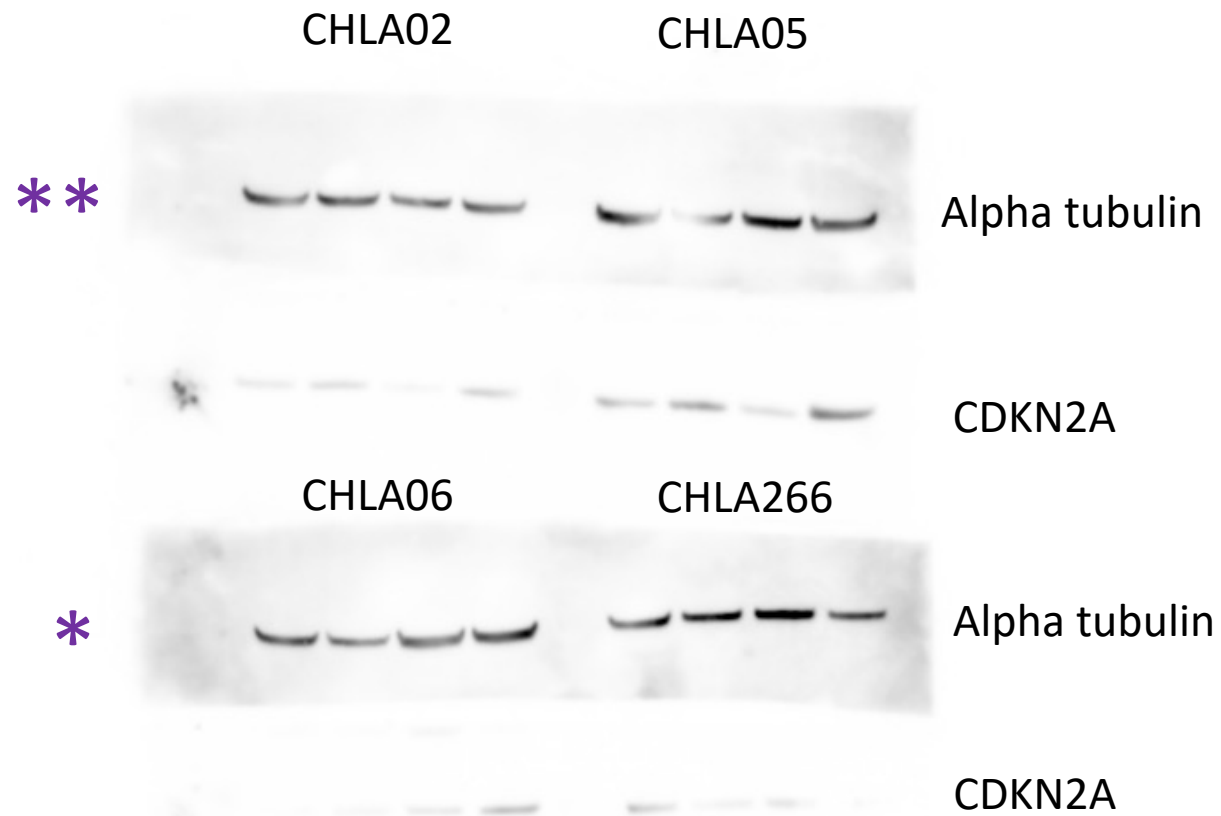

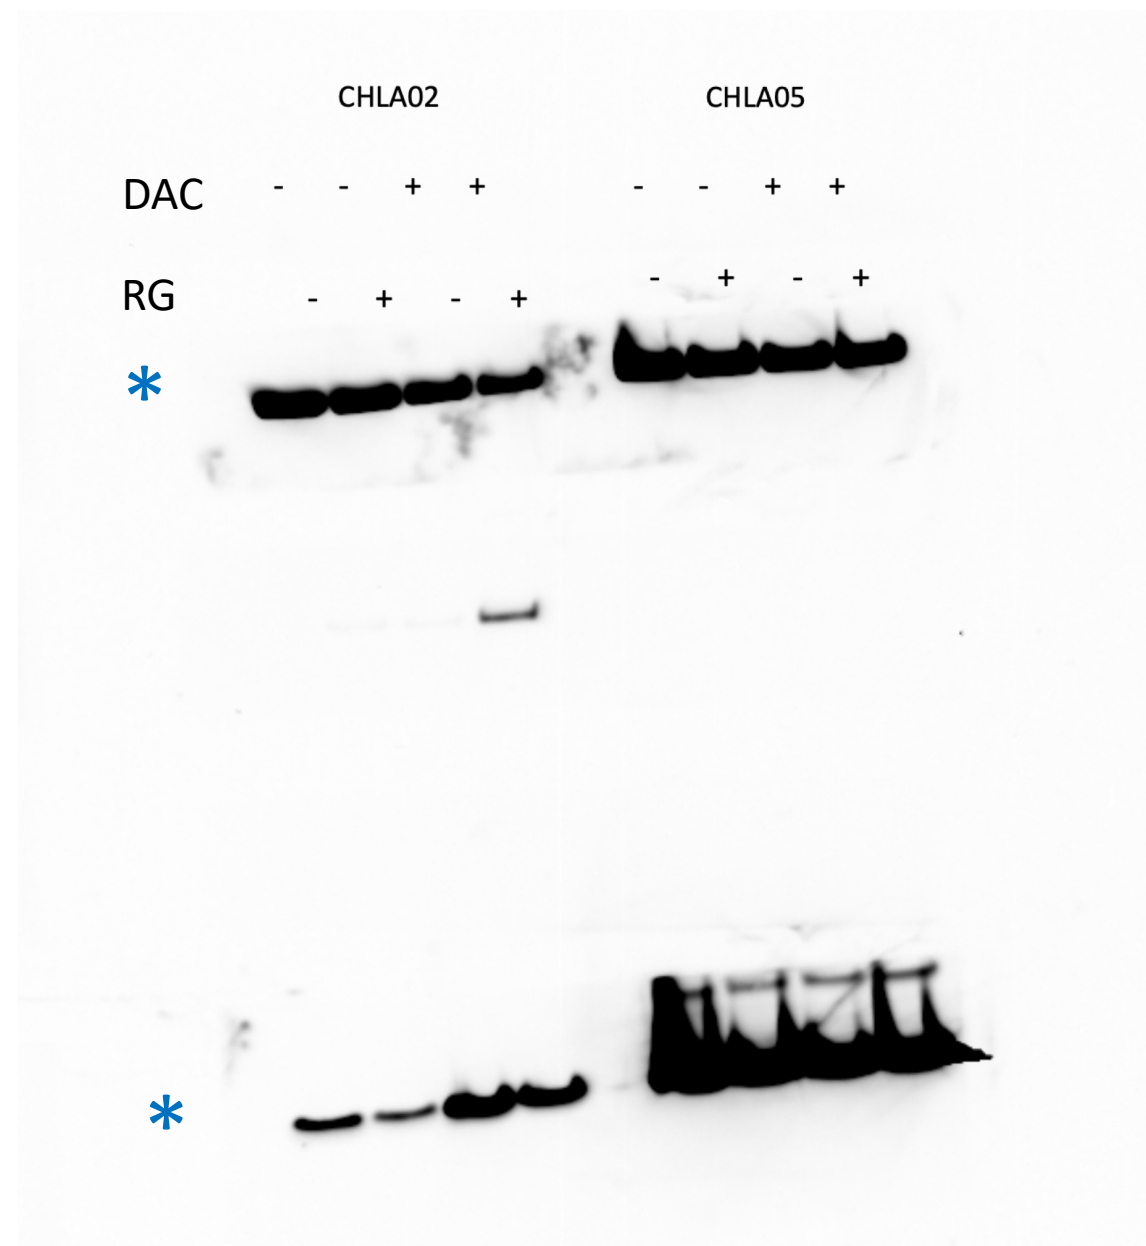

**Supplement:** Supplementary file 6 — Supplementary Material 6.

How the deposited data were processed for this re-analysis (not part of the article)

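RNA was sequenced from 48 libraries. They come from CHLA02 and CHLA05 (ATRT-SHH) and from CHLA06 and CHLA266 (ATRT-MYC), each under DMSO, DAC, RG2833 and the combination with 3 libraries per group. Groups were taken from the sample labels. The authors made poly(A), strand-specific libraries, sequenced them as read pairs, aligned the reads with STAR 2.4.2a and fitted DESeq2, whose version, read counter, annotation and filters are not given. The deposited files are 12 result tables, 1 per line and treatment against DMSO of that line. The signal in them is the base mean that the authors computed with DESeq2, the mean over the 12 libraries of a line of counts divided by size factors. The log2 fold change of each gene and its standard error are the authors' DESeq2 estimates on the log2 scale, as deposited. The score is the Wald statistic of the authors' DESeq2 fit, the log2 fold change divided by its standard error. The p-value and the adjusted p-value (FDR) are those that the authors' DESeq2 fit gave, as deposited, with some adjusted values left empty. The 3 tables of a line hold the same genes with equal base means.

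The mean normalized count of each group was rebuilt from the base mean and the 3 log2 fold changes of a gene. No depth per library is in the files. Relative to DMSO, the rebuilt depth of a treated group ranged from 0.761 (CHLA06 after the combination) to 1.09 (CHLA06 after RG2833). Genes with a base mean above 50, an absolute log2 fold change above 1.50 and an adjusted p under 0.05 count as past the thresholds. No new fit per gene was made, because the files hold no value per library, and for that reason no replicates were left out and no other splits of the libraries were counted. Differences between 2 treatments, and the departure of the combination from the sum of the single drugs, were tested with a normal test on the log2 fold changes and their summed squared errors, adjusted over genes with a base mean above 50. Values of a gene in the 4 lines were compared with Cochran's Q test.

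Members of 39 gene lists (1018 genes), and of 3 lists of genes with high methylation stochasticity, were counted at an adjusted p under 0.05 over all genes and adjusted over the list alone. Lists with at least 3 members were tested with cameraPR of limma 3.58.1 in R 4.3.3 on the Wald statistic with a preset correlation of 0.01. The p-values were adjusted over all gene lists of a comparison, and separately over the 3 lists of genes with high methylation stochasticity. Differences between lines, and between the combination and DAC, were tested the same way on the statistic of the difference. These tests of differences were run at the main setting only, with no alternative. The lists of genes with high methylation stochasticity were tested with Fisher's exact test as well. Python 3.11.15 with pandas 2.3.3, numpy 2.4.6 and scipy 1.17.1 was used for the rest.

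The procedures were tested on simulated data. In tables simulated as CHLA02, 84% of genes changed by 2 on the log2 scale were called and 0 unchanged genes, and the summed errors gave a p under 0.05 for 0.504% of unchanged genes. In simulated lists of 30 genes, cameraPR called 100% of lists raised by 1 in the statistic and 2.6% of unchanged lists. The simulated genes were independent of each other, so this does not test lists whose genes move together. Their statistics were drawn from a standard normal distribution. In the data 45.1% to 78.3% of genes with a base mean above 50 differed from DMSO, so the statistics spread wider. A shift of 1 is smaller beside that spread, and the 100% does not give the power in the data.

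Named genes are those that the paper names at the sentences described, up to 10 per direction among genes past the thresholds in all 4 combination comparisons, the 4 highest and 4 lowest per line, and up to 4 members per described list with the largest mean change. Genes on the Y chromosome and XIST were left out. Alternatives were tried for the base mean, fold change and adjusted p thresholds, the adjustment, a test against the fold change threshold, centring on the median, the error of differences, and the correlation, statistic and genes of the set tests. The sheet of Supplementary Table 5 for CHLA266 was left out because it is held only in part.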

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

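The tests of scaling for the mitosis genes, of shared reads and subgroup for the interferon-induced transmembrane genes, and of blood cells were chosen only after the results were seen. Several genes named by the paper changed by different amounts in the 4 lines, by Cochran's Q test on the log2 fold changes after the combination. The range between lines on the log2 scale was 1.34 for CDKN2A, 1.29 for PDK1, 3.55 for SEMA3B, 3.53 for LAG3, 3.63 for IRF7 and 6.04 for IFITM3. Gene lists also differed between lines in cameraPR on the differences. The median difference after the combination was 1.09 for interferon-stimulated genes and 0.981 for HLA class I and antigen processing genes (CHLA02 minus CHLA05), 0.975 for hypoxia and glycolysis genes (CHLA06 minus CHLA266), -3.47 for DNA replication and mitosis genes (CHLA02 minus CHLA05) and -6.04 for interferon-induced transmembrane genes (CHLA05 minus CHLA06). After RG2833 alone, DNA replication and mitosis genes differed by -3.62 (CHLA02 minus CHLA05).

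Other signals lie in comparisons and genes that the paper does not discuss. DNA replication and mitosis genes and hypoxia and glycolysis genes passed cameraPR in 11 comparisons of 12 each, p53 target genes in 10 and germline genes controlled by promoter methylation in 6. RG2833 alone put 1187 genes past the thresholds in CHLA02, 16 in CHLA05, 101 in CHLA06 and 45 in CHLA266 in the authors' deposited tables.

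DNA replication and mitosis genes fell in CHLA02 after RG2833, with a median log2 fold change of -3.52. The scaling of the libraries does not account for it, since a common factor moves all genes alike and the list stood far from all genes with a base mean above 50, whose median was -0.0323 (adjusted p = 1.0e-165 for the list against other genes in cameraPR). Whether RNA of non-dividing other cells took the place of that of the line cannot be told from the 1220 genes most abundant in DMSO, whose median was -0.229: the outcome set for the opposite case was set wrongly, since 91.3% of them have a DMSO mean above 50 in the other 3 lines too and could come from any cell. Cells of another line, and other cells that lack these genes, are argued against by 266 genes found mainly in CHLA02, whose median was 0.114. An arrest with a rise of CDK inhibitor genes stays open. The list was higher in CHLA02 than in CHLA05 by a median of 1.04, at adjusted p = 0.0658 in cameraPR. A p that misses the threshold over 7 genes does not show absence, so the outcome set for the opposite case was set wrongly. Of 6 pairs of lines after RG2833, 1 passed for this list. That pair was CHLA02 minus CHLA266, with a median difference of 0.652 (adjusted p = 0.0378 in cameraPR). A loss of dividing cells in CHLA02 may underlie the fall, as a hypothesis that cell counts would have to test.

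IFITM1, IFITM2 and IFITM3 rose in CHLA06 and fell in CHLA05 and CHLA266 after the combination. Centring on the median kept 6 of the 6 lower calls, but it moved values by only 0.0274 in CHLA05 and 0.0377 in CHLA266. It could end none of them, so the outcome set for the opposite case was set wrongly. A common factor moves all genes alike, however, a point weighed after the values were seen. The list of interferon-induced transmembrane genes had a median log2 fold change of -0.346 in CHLA05 and -0.225 in CHLA266. The median over all genes with a base mean above 50 was -0.0274 and -0.0377. These medians argue against scaling for the fall of these genes relative to others. The 6 kept calls add nothing to this, since centring could end none of them. Reads shared between the 3 genes are argued against by IFITM3 at 0.489% of IFITM2 in CHLA02 after RG2833, although part of the reads could still be shared. The subgroup does not explain it either, since the 2 ATRT-MYC lines differ in IFITM3 by 5.72 on the log2 scale (standard error 0.26). These genes are abundant in DMSO in the lines where they fell and close to silent in CHLA06, and whether their promoter methylation differs was not tested.

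Blood cell marker genes rose from low levels after the combination. Blood cells in the cultures are argued against by PTPRC and HBB, chosen after their values were seen, which stay at or below a mean of 4.33 while HBA2, which may share reads with HBA1, reaches 560.5 in CHLA266. A general rise of genes with a low starting level cannot be told apart from a rise of these genes in particular: in 3 of 4 lines the share of members that rose was not above that of other low genes by Fisher's exact test, yet it was the higher one in each line (68.4% against 48.5% in CHLA02, 30.8% against 22.1% in CHLA05, 66.7% against 25.7% in CHLA06 and 55.6% against 34.1% in CHLA266). In CHLA06 alone was the share above that of other low genes (p = 0.00346, Fisher's exact test), and with 9 to 19 members low in DMSO per line the misses in the other 3 lines do not show equal shares.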

How the results depend on the processing

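Tests chosen only after the data were seen are those of the combination and of DAC against RG2833 under other errors, base means and sizes, of the size of the departure from additivity, and of single genes after centring. No paired analysis was possible because the files hold no value per library, and for the same reason leaving out each replicate, edgeR in place of DESeq2 and a low-count filter against none were not run. All 14 counts under an adjusted p of 0.01, all 12 adjusted over genes with a base mean above 50 and all 12 centred on the median stayed within 1.5 times the value given, as did 15 of 16 under the reduced error. Of 240 counts of list members, 234 stayed within that range after centring, and 68 of 68 values of single genes kept their direction and side of the threshold. Of 120 set tests, 103 kept their side, and their direction where they passed, at a preset correlation of 0.05. The same held for 96 with ranks, 73 with the log2 fold change as statistic and 101 of 108 on genes with a base mean above 50. None of these results passed in 1 direction and then in the other. Astrocyte and oligodendrocyte marker genes in CHLA06 after the combination turned from lower to higher with the log2 fold change, without passing (adjusted p = 0.98 in cameraPR). Where no cause is given below, the cause was not tested. Depth limits what can be said of rare transcripts: the median standard error of the log2 fold change after the combination is 0.496 at a base mean of 10 to 50 in CHLA02 and 0.104 at 200 to 1000 in the authors' deposited tables.

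With a base mean above 10, the genes past the thresholds numbered 1401 (CHLA02), 493 (CHLA05), 647 (CHLA06) and 1461 (CHLA266) after DAC, 2092 (CHLA02), 54 (CHLA05), 273 (CHLA06) and 155 (CHLA266) after RG2833 and 3249 (CHLA02), 713 (CHLA05), 1247 (CHLA06) and 2047 (CHLA266) after the combination. With a base mean above 100 they numbered 248 (CHLA02), 93 (CHLA05), 142 (CHLA06) and 381 (CHLA266) after DAC, 9 (CHLA05), 52 (CHLA06) and 28 (CHLA266) after RG2833 and 172 (CHLA05) and 388 (CHLA06) after the combination. Without a base mean threshold the counts became 2137 (CHLA02), 898 (CHLA05), 1122 (CHLA06) and 2450 (CHLA266) after DAC, 2671 (CHLA02), 69 (CHLA05), 408 (CHLA06) and 201 (CHLA266) after RG2833 and 5465 (CHLA02), 1362 (CHLA05), 2154 (CHLA06) and 3175 (CHLA266) after the combination. A log2 fold change above 1 gave 985 (CHLA02), 400 (CHLA05), 915 (CHLA06) and 1213 (CHLA266) after DAC, 2303 (CHLA02), 80 (CHLA05), 287 (CHLA06) and 238 (CHLA266) after RG2833 and 3044 (CHLA02), 664 (CHLA05), 1714 (CHLA06) and 1955 (CHLA266) after the combination. Dropping the fold change threshold gave 7031 (CHLA02), 6636 (CHLA05), 7558 (CHLA06) and 7960 (CHLA266) after DAC, 8864 (CHLA02), 5254 (CHLA05), 5053 (CHLA06) and 5641 (CHLA266) after RG2833 and 9514 (CHLA02), 7672 (CHLA05), 8343 (CHLA06) and 8713 (CHLA266) after the combination. Testing against the fold change threshold gave 267 (CHLA02), 81 (CHLA05), 130 (CHLA06) and 366 (CHLA266) after DAC, 726 (CHLA02), 2 (CHLA05), 22 (CHLA06) and 4 (CHLA266) after RG2833 and 152 (CHLA05), 302 (CHLA06) and 645 (CHLA266) after the combination. These are counts of calls in the authors' deposited tables, and the settings differ by construction in how many genes can pass.

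Requiring a difference of at least 1 on the log2 scale, the genes that differed numbered 1976 (CHLA02), 91 (CHLA05), 871 (CHLA06) and 492 (CHLA266) for the combination against DAC, 716 (CHLA02), 496 (CHLA05), 1175 (CHLA06) and 1396 (CHLA266) for the combination against RG2833, 1766 (CHLA02), 321 (CHLA05), 1456 (CHLA06) and 780 (CHLA266) for DAC against RG2833, and 918 (CHLA02), 218 (CHLA05), 291 (CHLA06) and 630 (CHLA266) for the departure from additivity. With the error reduced by the DMSO part, 5583 genes differed between the combination and DAC in CHLA05, and the shortfall of CDKN2A from additivity in CHLA02 passed (adjusted p = 0.0159, the 1 alternative, against 0.085 in the normal test of the difference).

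Genes higher in all 4 lines after the combination came to 24 at a log2 fold change above 1, 373 with no fold change threshold, 81 at a base mean above 10 and 288 with no base mean threshold, and genes lower in all 4 to 14 and 656 in the first 2 of these. Pairs of lines shared 324 (CHLA02 with CHLA05), 368 (CHLA02 with CHLA06), 681 (CHLA02 with CHLA266), 171 (CHLA05 with CHLA06), 301 (CHLA05 with CHLA266) and 352 (CHLA06 with CHLA266) at a base mean above 10, and 44 (CHLA02 with CHLA05), 47 (CHLA02 with CHLA06), 99 (CHLA02 with CHLA266), 24 (CHLA05 with CHLA06), 46 (CHLA05 with CHLA266) and 71 (CHLA06 with CHLA266) at one above 100. DAC and the combination shared 1242 (CHLA02), 424 (CHLA05), 462 (CHLA06) and 1165 (CHLA266) higher genes at a base mean above 10 and 195 (CHLA02), 80 (CHLA05), 95 (CHLA06) and 271 (CHLA266) at one above 100, counted in the authors' deposited tables.

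For the gene lists described the adjusted p from cameraPR after each treatment described is given under each setting that moved it across 0.05, with the range over that result's alternatives, after the combination unless another treatment is named. The settings are a preset correlation of 0.05, ranks of the statistic, the log2 fold change in place of the Wald statistic (log2) and only genes with a base mean above 50. The log2 setting leaves out the errors and takes fold changes of genes near silent in DMSO at full size. A pass under it alone is therefore weak for lists of such genes. Interferon-stimulated genes passed in CHLA266 (log2: 0.0464, range 0.0464 to 0.43). Interferon-induced transmembrane genes no longer passed in CHLA05 (ranks: 0.0763, log2: 0.36, range 3.1e-04 to 0.36) and CHLA06 (correlation of 0.05: 0.0521, base mean above 50: 0.062, range 1.2e-07 to 0.062). HLA class I and antigen processing genes no longer passed in CHLA02 (ranks: 0.13, log2: 0.70, range 0.0013 to 0.70). HLA class II genes passed in CHLA05 (ranks: 0.0413, log2: 4.8e-08, range 4.8e-08 to 0.13) and CHLA06 (ranks: 0.0198, log2: 1.6e-13, range 1.6e-13 to 0.27). HLA class II genes no longer passed in CHLA266 (correlation of 0.05: 0.0771, range 6.9e-13 to 0.0771). Interleukin genes passed in CHLA02 (log2: 0.0193, range 0.0193 to 0.35), CHLA06 (log2: 1.6e-05, range 1.6e-05 to 0.68) and CHLA266 (ranks: 0.0274, log2: 0.00906, base mean above 50: 0.0179, range 0.00906 to 0.12). Chemokine genes passed in CHLA02 (log2: 0.00403, range 0.00403 to 0.41), CHLA05 (log2: 2.9e-05, range 2.9e-05 to 0.37), CHLA06 (log2: 3.8e-09, range 3.8e-09 to 0.54) and CHLA266 (log2: 1.6e-05, range 1.6e-05 to 0.38). Cancer testis antigen genes no longer passed in CHLA06 DAC (correlation of 0.05: 0.10, base mean above 50: 0.16, range 8.6e-99 to 0.16) and CHLA06 (correlation of 0.05: 0.0755, base mean above 50: 0.0769, range 6.1e-77 to 0.0769). Immune checkpoint and immunotherapy target genes passed in CHLA02 (ranks: 0.0243, log2: 0.0107, range 0.0107 to 0.24) and CHLA06 (ranks: 0.0363, log2: 2.8e-04, range 2.8e-04 to 0.22). Immune checkpoint and immunotherapy target genes no longer passed in CHLA05 (correlation of 0.05: 0.13, base mean above 50: 0.0745, range 0.0012 to 0.13) and CHLA266 (correlation of 0.05: 0.0702, range 0.0013 to 0.0702). CDK inhibitor genes no longer passed in CHLA02 (ranks: 0.13, log2: 0.79, range 0.0127 to 0.79) and CHLA266 (ranks: 0.32, log2: 0.39, range 5.7e-06 to 0.39). Integrin and cadherin genes passed in CHLA05 (ranks: 0.0413, log2: 8.4e-05, range 8.4e-05 to 0.91) and CHLA06 (log2: 0.0391, range 0.0391 to 1.00). Integrin and cadherin genes no longer passed in CHLA02 (correlation of 0.05: 0.10, range 1.6e-05 to 0.10) and CHLA266 (correlation of 0.05: 0.0827, range 0.00106 to 0.0827). Other cell adhesion genes passed in CHLA06 (ranks: 0.031, log2: 0.00936, range 0.00936 to 0.68). Neuronal differentiation genes passed in CHLA266 (ranks: 0.0213, log2: 0.00775, range 0.00775 to 0.33). Neuronal differentiation genes no longer passed in CHLA02 (correlation of 0.05: 0.12, range 7.1e-05 to 0.12) and CHLA05 (correlation of 0.05: 0.29, ranks: 0.16, range 0.00115 to 0.29). The high-JSD genes of ATRT-MYC passed in CHLA05 DAC (log2: 0.0428, range 0.0428 to 0.65) and CHLA266 DAC (ranks: 0.00584, log2: 2.6e-05, range 2.6e-05 to 0.46). The high-JSD genes of ATRT-TYR passed in CHLA266 DAC (ranks: 0.00664, log2: 0.0023, range 0.0023 to 0.46). The high-JSD genes of ATRT-SHH passed in CHLA02 DAC (log2: 0.0278, range 0.0278 to 0.85). Hypoxia and glycolysis genes passed in CHLA02 (ranks: 0.0322, log2: 0.0115, range 0.0115 to 0.43). Hypoxia and glycolysis genes no longer passed in CHLA06 (log2: 0.31, range 3.0e-08 to 0.31). DNA replication and mitosis genes no longer passed in CHLA06 DAC (log2: 0.0875, range 4.1e-07 to 0.0875), CHLA266 RG2833 (correlation of 0.05: 0.0871, log2: 0.64, range 0.00211 to 0.64) and CHLA06 (correlation of 0.05: 0.22, base mean above 50: 0.0769, range 1.6e-04 to 0.22). The p53 target genes no longer passed in CHLA02 DAC (log2: 0.46, range 2.3e-10 to 0.46), CHLA05 DAC (log2: 0.29, range 1.5e-05 to 0.29), CHLA06 DAC (log2: 0.60, range 0.00246 to 0.60), CHLA266 DAC (log2: 0.83, range 1.9e-06 to 0.83), CHLA05 (log2: 0.0623, range 1.9e-11 to 0.0623), CHLA06 (log2: 0.69, range 0.00192 to 0.69) and CHLA266 (log2: 0.67, range 2.2e-06 to 0.67). Germline genes controlled by promoter methylation passed in CHLA06 (ranks: 0.0415, log2: 2.9e-07, range 2.9e-07 to 0.68). Germline genes controlled by promoter methylation no longer passed in CHLA05 (correlation of 0.05: 0.13, base mean above 50: 0.68, range 1.9e-28 to 0.68). Interleukin and interferon receptor genes passed in CHLA05 (log2: 0.0495, range 0.0495 to 0.56). Interleukin and interferon receptor genes no longer passed in CHLA02 (correlation of 0.05: 0.0578, log2: 0.17, range 6.6e-04 to 0.17) and CHLA266 (correlation of 0.05: 0.0877, range 0.00221 to 0.0877). Nucleic acid sensing genes passed in CHLA02 (ranks: 0.0479, range 0.0479 to 0.24). Metallothionein genes passed in CHLA02 (log2: 3.1e-09, range 3.1e-09 to 0.35) and CHLA266 (log2: 0.00286, range 0.00286 to 0.99). Metallothionein genes no longer passed in CHLA05 (ranks: 0.16, range 7.3e-10 to 0.16). Endothelial marker genes passed in CHLA05 (log2: 6.0e-04, range 6.0e-04 to 0.45), CHLA06 (ranks: 0.00764, log2: 1.2e-07, range 1.2e-07 to 0.22) and CHLA266 (ranks: 0.0126, log2: 0.00483, range 0.00483 to 0.17). Endothelial marker genes no longer passed in CHLA02 (correlation of 0.05: 0.0578, range 1.6e-05 to 0.0578). Muscle and epithelial marker genes passed in CHLA02 (ranks: 0.0243, log2: 2.1e-04, range 2.1e-04 to 0.35) and CHLA05 (log2: 0.00115, range 0.00115 to 1.00). Astrocyte and oligodendrocyte marker genes passed in CHLA02 (ranks: 0.0243, log2: 0.00125, range 0.00125 to 0.42). Astrocyte and oligodendrocyte marker genes no longer passed in CHLA06 (correlation of 0.05: 0.12, ranks: 0.18, log2: 0.98, range 0.00261 to 0.98). After centring, the counts that moved were interleukin genes lower CHLA05 after the combination (0), immune checkpoint and immunotherapy target genes lower CHLA266 after the combination (1), DNA replication and mitosis genes higher CHLA02 after DAC (1), interleukin and interferon receptor genes lower CHLA266 after the combination (0), metallothionein genes lower CHLA266 after the combination (1) and astrocyte and oligodendrocyte marker genes lower CHLA02 after the combination (1).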

Differences from the paper's values

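The centring of single genes was chosen only after the values were seen, and the other settings were set before the data were examined. For CHLA02 the paper's Supplementary Table 5 enters 500 genes raised by the combination in its gene set analysis, against 1091 genes at the thresholds that the paper states or draws. The round number may be a limit on the list, and then it is no count at any threshold and the settings have no bearing on it. With a base mean above 100 the count is 670, which lies within 1.5 times the paper's. The other settings do not reach it: 2576 with a base mean above 10, 4737 with none, 1681 with a log2 fold change above 1, 4243 with no fold change threshold, 1091 with an adjusted p under 0.01, 1091 adjusted over genes with a base mean above 50, 794 with a test against the fold change threshold and 1151 centred on the median. The paper's input for the other lines, 204 genes in CHLA05, 386 in CHLA06 and 460 in CHLA266, lies within 1.5 times of 204, 390 and 648.

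The paper states that interferon-induced transmembrane genes rose in all 4 lines. In the authors' deposited tables, none of 5 of them was higher in CHLA05, where 3 were lower, and 2 of 5 were higher and 3 lower in CHLA266, whereas 4 were higher in CHLA02 and 4 in CHLA06. IFITM3, which the paper names for CHLA02 and CHLA06 only, had a log2 fold change of 1.61 and 5.49 there in the authors' deposited tables, as the paper says, against -0.55 in CHLA05 and -0.22 in CHLA266. The paper states the same of interferon genes and does not say whether it means genes that encode interferons or genes induced by them. Of genes that encode interferons, none of the few tested rose in CHLA05, CHLA06 and CHLA266. That does not bear on its statement if induced genes are meant.

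The paper states that CD274 rose in CHLA266. Its log2 fold change there was 1.13 in the authors' deposited table, the same direction, but it did not pass (adjusted p = 0.26 from DESeq2) and centring did not change that. CD274 passed in CHLA02 (adjusted p = 1.2e-07) and CHLA05 (adjusted p = 7.5e-17).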

Other observations

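No test in this part was chosen after its result was seen. RG2833 alone moved genes of cell division in opposite directions in different lines, with a rise in CHLA05 that was small beside the fall in CHLA02. The median log2 fold change of DNA replication and mitosis genes was -3.52 in CHLA02. The median difference, CHLA02 minus CHLA05, was -3.62. DNA replication and mitosis genes fell in CHLA02, with 61 of 61 lower and none higher after RG2833 alone, and in CHLA06, with 52 lower and 2 higher, whereas in CHLA05 39 were higher and 4 lower, in the authors' deposited tables (61, 53 and 4 lower adjusted over the list alone). In CHLA266 27 were lower and 6 higher in the authors' deposited table (adjusted p = 6.4e-04 in cameraPR, 0.00211 to 0.64 over 4 alternatives, lost at a correlation of 0.05 and with the log2 fold change). MKI67, a marker of dividing cells, went from a mean normalized count of 5044 in DMSO to 165 after RG2833 in CHLA02 and from 4814 to 5829.8 in CHLA05. After DAC alone the list rose in CHLA06, with 37 higher and 0 lower (adjusted p = 1.0e-04 in cameraPR, 4.1e-07 to 0.0875 over 4 alternatives, lost with the log2 fold change), and fell in CHLA02 (49 lower) and CHLA266 (56 lower) in the authors' deposited tables. After the combination 52 of 61 were lower in CHLA05 and 59 in CHLA266 in the authors' deposited tables, with median log2 fold changes of -0.41 and -1.89. In CHLA02 61 of 61 were lower, with a median of -3.81, and in CHLA06 36 were lower and 8 higher in the authors' deposited tables. In cameraPR the fall after the combination had adjusted p = 3.1e-144 in CHLA02, 5.4e-16 in CHLA05, 0.0178 in CHLA06 and 1.1e-95 in CHLA266. In CHLA06 it was lost at a correlation of 0.05 and at a base mean above 50 (range 1.6e-04 to 0.22 over 4 alternatives).

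p53 target genes were mostly higher after DAC in every line, with 17, 16, 15 and 20 of 23 higher and 2 lower in each of CHLA02, CHLA05, CHLA06 and CHLA266 in the authors' deposited tables, with the same counts adjusted over the list alone. The adjusted p from cameraPR was 4.7e-12, 7.3e-07, 8.8e-05 and 3.6e-08 in the same order, and in no line did the list pass with the log2 fold change as statistic (ranges from 2.3e-10 to 0.83 over 4 lines with 4 alternatives each). After the combination 11 were higher and 9 lower in CHLA02, 20 and 0 in CHLA05, 16 and 4 in CHLA06, and 19 and 2 in CHLA266 in the authors' deposited tables. In cameraPR the list did not pass in CHLA02 (adjusted p = 0.51) and passed in CHLA05 (adjusted p = 1.0e-14, 1.9e-11 to 0.0623 over 4 alternatives), CHLA06 (adjusted p = 7.0e-05, 0.00192 to 0.69) and CHLA266 (adjusted p = 2.4e-08, 2.2e-06 to 0.67), each lost with the log2 fold change. GDF15, a stress cytokine induced by p53, went from 1697 in DMSO to 5441 after DAC and 14189.6 after the combination in CHLA266.

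Germline genes that are silenced by promoter methylation rose after the combination, with 31 of 32 higher and none lower in CHLA02, 16 of 26 in CHLA05, 13 of 25 in CHLA06 and 24 of 29 in CHLA266 in the authors' deposited tables (the same counts adjusted over the list alone). The adjusted p from cameraPR for them was 6.1e-04, 0.0205, 0.45 and 0.00282. CHLA05 was lost at a correlation of 0.05 and at a base mean above 50 (range 1.9e-28 to 0.68 over 4 alternatives), and CHLA06 passed with ranks (range 2.9e-07 to 0.68). DAZL, an RNA-binding protein of germ cells, went from 0.168 in DMSO to 148 after DAC, 0.371 after RG2833 and 88.8 after the combination in CHLA02. Metallothionein genes rose as a list in CHLA05 (adjusted p = 0.0186 in cameraPR, 7.3e-10 to 0.16 over 3 alternatives, lost with ranks), where MT2A went from 64.8 to 566 after DAC and 864 after the combination.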
